# The *Drosophila* functional Smad suppressing element *fuss*, a homologue of the human *Skor* genes, retains pro-oncogenic properties of the Ski/Sno family

**DOI:** 10.1371/journal.pone.0262360

**Published:** 2022-01-14

**Authors:** Mathias Rass, Laura Gizler, Florian Bayersdorfer, Christoph Irlbeck, Matthias Schramm, Stephan Schneuwly

## Abstract

Over the years Ski and Sno have been found to be involved in cancer progression e.g. in oesophageal squamous cell carcinoma, melanoma, oestrogen receptor-positive breast carcinoma, colorectal carcinoma, and leukaemia. Often, their prooncogenic features have been linked to their ability of inhibiting the anti-proliferative action of TGF-ß signalling. Recently, not only pro-oncogenic but also anti-oncogenic functions of Ski/Sno proteins have been revealed. Besides Ski and Sno, which are ubiquitously expressed other members of Ski/Sno proteins exist which show highly specific neuronal expression, the SKI Family Transcriptional Corepressors (Skor). Among others Skor1 and Skor2 are involved in the development of Purkinje neurons and a mutation of Skor1 has been found to be associated with restless legs syndrome. But neither Skor1 nor Skor2 have been reported to be involved in cancer progression. Using overexpression studies in the *Drosophila* eye imaginal disc, we analysed if the *Drosophila* Skor homologue Fuss has retained the potential to inhibit differentiation and induce increased proliferation. Fuss expressed in cells posterior to the morphogenetic furrow, impairs photoreceptor axon pathfinding and inhibits differentiation of accessory cells. However, if its expression is induced prior to eye differentiation, Fuss might inhibit the differentiating function of Dpp signalling and might maintain proliferative action of Wg signalling, which is reminiscent of the Ski/Sno protein function in cancer.

## Introduction

Transforming growth factor beta (TGF-ß) signalling is involved in a wide range of processes during development e.g. cell adhesion, bone morphogenesis and cell motility [1]. Upon binding of a ligand of the TGF-ß superfamily to a Type II receptor, the Type II receptor recruits a Type I receptor and activates the Type I receptor by phosphorylation. Then, the Type I receptor phosphorylates receptor regulated smads (R-Smads), which then can bind to the common mediator Smad SMAD4 and translocate as a R-Smad/Smad4 complex into the nucleus, where these complexes interact with co-activators to activate gene expression [1]. Negative regulators of the TGF-ß signalling pathway are inhibitory Smads (I-Smads), Smurfs and the Ski/Sno protein family [2–4]. Proteins of the latter group possess two structural domains: the Ski/Sno homology domain and the SMAD4-binding domain [5, 6]. With the help of these domains, Ski/Sno proteins can interact, among others, with R-Smads, N-CoR, Sin3a, SMAD4 and the histone deacetylase HDAC1 and this complex leads to transcriptional repression of target genes [7–11]. By their expression domains, Ski/Sno proteins can be further subdivided into ubiquitously expressed genes (human Ski and Sno), and mainly neuronally expressed genes, the SKI Family Transcriptional Corepressors (Skor1 and Skor2 [8–11]). The Ski/Sno proteins fulfil a wide range of different physiological functions such as axonal morphogenesis [12], Purkinje cell development [13], myogenesis [14] and mammary gland alveogenesis [15].

However, the Ski/Sno proteins were not discovered by their physiological functions but via the transforming capability of the viral ski (v-ski) homologue found in the Sloan-Kettering virus [16]. The first evidence that Ski/Sno proteins possess oncogenic capabilities came from overexpression experiments, where it was shown that not the truncation of v-ski is responsible for the transformation of chicken embryo fibroblasts, but that overexpression of v-ski, Ski or Sno is sufficient for this transformation [17]. Despite this background, their role in carcinogenesis is still not fully understood, if not even contradictory at times. Ski and Sno have been found to be upregulated in different types of cancer e.g. oesophagus squamous cell carcinoma [18], melanoma [19], and colorectal cancer [20]. Further evidence for a pro-oncogenic role was found in downregulation analyses of Sno or Ski. This downregulation resulted in decreased tumour growth in breast cancer cells [21] and pancreatic cancer cells [22]. But as stated before, there is some objection that Ski and Sno function purely as oncogenes. Mice, which were heterozygous mutant for Ski or Sno, showed an increased level of tumour induction after carcinogen treatment [23, 24]. In metastatic non-small cell lung cancer, Ski expression is significantly reduced, whereas increased expression of Ski in these cells reduced the invasiveness inhibiting epithelial-mesenchymal transition [25]. Therefore, this could reflect that the outcome of Ski or Sno expression in cancer cells is dependent on the cell type or the actual status of the cancer cells and cancer cells often exploit Ski or Sno to inhibit the anti-proliferative effects of TGF-ß signalling. Whereas Ski or Sno have been found to be involved in a lot of different cancer types, there is sparse evidence for deregulation of Skor proteins in cancer cells. Endogenously, Skor proteins have been linked to neurodevelopmental processes. After Skor1 overexpression, genes involved in axonal guidance or post-synapse assembly were differentially expressed [26]. Skor2 is important for cerebellar Purkinje cell differentiation as in Skor2 knockout mice dendrite formation of Purkinje cells was impaired [9, 13]. Pathophysiologically, Skor1 has mainly been linked to restless leg syndrome [26] and localized scleroderma [27].

In *Drosophila melanogaster*, only one homologue of Ski and Sno, which is designated Snoo [28], and one homologue of Skor1 and Skor2, which is designated Fuss, exist [4, 29]. We have recently shown that Fuss is interacting with SMAD4 [4] and HDAC1 [30]. In overexpression assays, Fuss can inhibit Dpp signalling [4, 29] and endogenously, the Fuss/HDAC1 complex is required for bitter gustatory neuron differentiation [30] and *fuss* mutant flies pause more often during walking [31]. However, we were interested if the Skor/Fuss proteins retained their ability to inhibit differentiation and induce increased proliferation. For this purpose, we overexpressed Fuss in differentiating cells of the eye imaginal disc, an excellent model tissue to study regulatory gene function in the context of carcinogenesis [32–34]. This overexpression impaired photoreceptor axon guidance and inhibited the differentiation of accessory cells such as cone cells and primary pigment cells, which are all transformed into a basal pigment cell type. In a second approach we generated *fuss* overexpressing clones early during development in the eye imaginal discs, when cells are still proliferating. This resulted in vast outgrowths of undifferentiated tissue of the eye imaginal disc because *fuss* overexpression most likely inhibited Dpp-signalling, a member of the TGF-ß superfamily. Our work shows that Fuss retained the ability of Ski/Sno proteins to inhibit the antiproliferative effects of TGF-ß signalling by analogous inhibition of Dpp-signalling, allowing proliferation to be sustained.

## Results

### *fuss* overexpression leads to a smooth eye surface and impairs axonal pathfinding

As Ski/Sno proteins have been found to be involved in cancer development and progression, we were interested if *fuss* overexpression can also inhibit differentiation and induce increased proliferation and hyperplasia, respectively. To answer this question, we chose the eye imaginal disc as a model tissue, because *fuss* is not endogenously expressed in the eye imaginal disc [30]. Furthermore, Fuss and its homologues are negative regulators of BMP/Dpp signalling in overexpression assays and consequently the eye imaginal disc enables us to investigate *fuss* overexpression in a Dpp independent and dependent context. First, we overexpressed *fuss* via the GMR-GAL4 driver line. GMR-GAL4 is active posterior to the morphogenetic furrow [35], which is the source of the Dpp morphogen during eye development [36] and thus Fuss cannot directly interfere with Dpp signalling.

Interestingly, in adult *Drosophila* flies, where *fuss* was overexpressed with GMR-GAL4 during eye development, this overexpression leads to massive differentiation defects exhibiting a smooth, red coloured eye surface devoid of any typical eye structures such as ommatidia or bristles and we observed little to no phenotypic variability in these flies (Fig 1A and 1B). To see if photoreceptor induction is also affected by *fuss* overexpression, eye imaginal discs of late third instar larvae were stained with antibodies against Elav, a marker for neurons [37] and Chaoptin, a marker for photoreceptors [38]. In eye imaginal discs overexpressing *fuss*, neither loss of Elav nor Chaoptin was detected (Fig 1C and 1D, arrow). This shows that cells overexpressing *fuss* still acquired a neuronal- as well as a photoreceptor fate. In the central nervous system (CNS), *fuss* is expressed in postmitotic interneurons during development, and its expression is maintained in adulthood [30]. Therefore, we focused in more detail on photoreceptor development. After acquiring photoreceptor fate, these cells start to protrude their axons into the larval optic lobe. Photoreceptors R1-R6 target the lamina neuropil (Fig 1C, arrow), whereas R7 and R8 axons migrate deeper into the medulla neuropil (Fig 1C, arrowhead). This leads to a very specific pattern, which can be observed in larval optic lobes of control larvae (Fig 1C), but upon *fuss* overexpression in developing photoreceptors, this pattern is strongly disturbed (Fig 1D, arrowhead).

**Fig 1:**
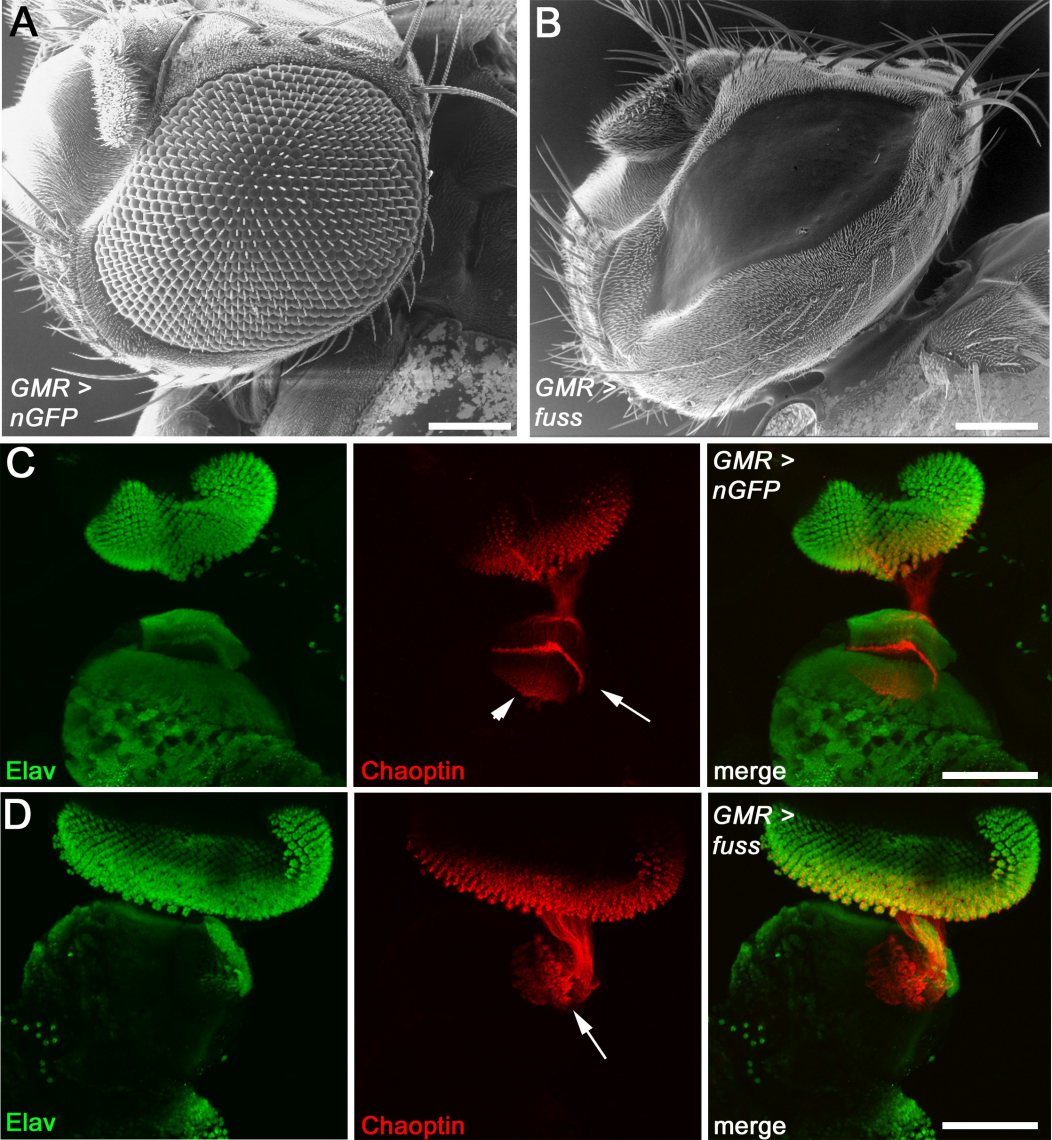
*fuss* overexpression leads to a smooth eye surface and impairs axonal pathfinding. (A) Eye from control flies (GMR-GAL4 > UAS-*nGFP*). (B) Eyes from *fuss* overexpressing flies (GMR-GAL4 > UAS-*fuss*). (C) Developing photoreceptors from control flies express Elav and Chaoptin. R1-R6 photoreceptor axons are terminating in the lamina plexus (arrows), whereas R7 and R8 photoreceptor axons are terminating in the developing medulla (arrowhead). (D) Photoreceptors overexpressing *fuss* are expressing Elav and Chaoptin, but photoreceptor axons are impaired in targeting accurately the lamina plexus and the medulla (arrows). (C, D) Confocal images are Z-stacks. Scale bars: 100 μm.

### RNAseq reveals downregulation of the PAX2 homolog Shaven after *fuss* overexpression

To achieve a better overview of genes and processes which become dysregulated by *fuss* overexpression in the larval eye imaginal disc, we extracted RNA from eye discs of late third instar larvae of controls (GMR-Gal4 > w1118) and experimental flies overexpressing *fuss* (GMR-Gal4 > UAS-*fuss*), reverse transcribed it and prepared NGS libraries, which then were sequenced. 

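RNA was sequenced from pools of eye antennal discs of late larvae, with 40 discs in each library. There were 3 libraries of GMR-Gal4 > w1118 controls and 3 libraries of GMR-Gal4 > UAS-*fuss* larvae. GMR-Gal4 is active in retinal cells behind the morphogenetic furrow, and the pools also hold the antennal part of the disc and the retinal tissue ahead of the furrow. In each genotype 1 library was sequenced on lane 5 and 2 libraries on lane 6. The sample labels name nub-Gal4 in 1 field and GMR-Gal4 in the genotype field of these libraries. GMR-Gal4 was used here, as in the paper. The authors quantified the reads with Salmon, imported them with tximeta and compared the genotypes with DESeq2. The values used here are those of the authors' deposited table. For each of 17208 genes it gives the mean normalized count over the 6 libraries, the log2 fold change of *fuss* overexpression over control, its standard error, the test statistic, the p-value and the adjusted p. In this table 14783 genes have a p-value and 10788 have an adjusted p. The lowest mean normalized count among the latter is 5.23. The mean normalized counts of all genes sum to 29977881. Values per library were not analysed here, so the depth of each library is unknown and the standard error is the only measure of the spread between libraries. From these values 95% intervals, counts of higher and lower genes per gene list, tests of whole gene lists and comparisons between tissues were computed. The lists, the thresholds and the alternatives were written before the deposited tables were opened, except for 1 setting of the list test. They were not blind to the eye comparison. Its first genes in S1 File, among them members of the pigment, heat shock, glutathione S-transferase and cuticle lists, and its direction counts had been seen by then. The sources used here do not say whether the pools came from separate crosses. The p-values then measure the spread between pools, which can be technical.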

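The *fuss* gene (FBgn0039932) lies on chromosome 4 of BDGP6.54 from 962341 to 978489. Its log2 fold change in GMR-Gal4 > UAS-*fuss* eye discs was 8.00 in the authors' deposited table (standard error 0.44, adjusted p = 1.83e-70 from the authors' DESeq2 test), at a mean normalized count of 16643 over both genotypes. The 95% interval of this log2 fold change runs from 7.14 to 8.86, and the fold change itself is 256. Transcripts of the transgene and of the endogenous gene share the coding sequence of *fuss* and are counted together.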

Comparing gene expression profiles of both genotypes, we found that Fuss was highly enriched in GMR-GAL4; UAS-*fuss* eye discs, which was a proof of principle that the experiment was successful (Fig 2A). 

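The transcription factor gene *shaven* (*sv*, FBgn0005561), which cone, primary pigment and bristle cells of the eye need, lies on chromosome 4 of BDGP6.54 from 1088798 to 1113317. Its RNA fell by 2.32 on the log2 scale with *fuss* overexpression in the authors' deposited table (standard error 0.21, adjusted p = 1.63e-26 from the authors' DESeq2 test), at a mean normalized count of 327. The 95% interval runs from -2.73 to -1.92, and the control level was 5.01 times the level with *fuss* overexpression. At an adjusted p under 0.01, 188 genes were higher and 172 lower in the authors' deposited table. Of these 360 genes, 166 had an absolute log2 fold change of at least 1 in the authors' deposited table.
Of 11 measured regulators and markers of cone, pigment and bristle cells, 1 gene, *sv*, was lower and 0 were higher at an adjusted p under 0.01, with 3 lower when adjusted over the list alone. The Bar genes *B-H1* (-0.27, adjusted p = 0.0443) and *B-H2* (-0.25, adjusted p = 0.0237) had log2 fold changes in the authors' deposited table that passed only over the list alone. The log2 fold change of *ct* (FBgn0004198), which encodes the homeobox protein Cut and lies on chromosome X of BDGP6.54 from 7608428 to 7678859, was -0.23 (standard error 0.16, adjusted p = 0.668) in the authors' deposited table. Its 95% interval runs from -0.55 to 0.10. The RNA is that of whole eye antennal discs, so this value cannot decide on *ct* within cone cells. Of 13 genes of the retinal determination network, which sets eye fate, 3 were higher and 0 lower. When adjusted over the list alone, 6 were higher and 1 lower. The higher genes, with their log2 fold changes in the authors' deposited table, were *dan* (0.39), *Optix* (0.41) and *so* (0.38). Of 21 genes of photoreceptor specification 2 were higher and 1 lower (3 and 3 when adjusted over the list alone). These were *phyl* and *gl*, with log2 fold changes of 0.44 and 0.33 in the authors' deposited table, and *boss*, the ligand of the Sevenless receptor, at -0.94. Of 19 genes of neuronal and photoreceptor differentiation 3 were higher and 0 lower (4 higher when adjusted over the list alone). The sodium channel gene *para* (1.06), the sodium pump gene *nrv3* (0.52) and *chp* (0.47, adjusted p = 0.00992), which encodes Chaoptin, were the higher members in the authors' deposited table. The pan-neuronal gene *elav* had a log2 fold change of 0.28 (adjusted p = 0.360) in the authors' deposited table. Of 8 genes of interommatidial cell adhesion 2 were lower and 0 higher, over the list alone as well. They were *kirre* (-0.34) and *hbs* (-0.21) by their log2 fold changes in the authors' deposited table. Of 36 genes of photoreceptor axon guidance, 0 were higher and 0 lower by the authors' DESeq2 test, also when adjusted over the list alone. Of them, 4 had an unadjusted p under 0.05. Of 20 genes of eye pigment synthesis and transport 2 were higher and 1 lower, over the list alone as well. They were *w* (3.05), which is also the marker gene of many transgenes, *cn* (1.27) and *cd* (-1.57) by their log2 fold changes in the authors' deposited table.
Each list was tested as a whole against the other genes with limma's cameraPR on the deposited test statistics of 10100 genes with a mean normalized count of at least 10. The correlation between genes was preset to 0.01, because it cannot be estimated without values per library. The retinal determination network stood above the other genes (adjusted p = 1.13e-04), as did neuronal and photoreceptor differentiation (adjusted p = 0.00304) and the pigment genes (adjusted p = 0.00371). The list with *sv* stood below them (adjusted p = 0.00658). In the same pools haemocyte (adjusted p = 1.59e-12) and glial markers (adjusted p = 0.00658) stood above the other genes, and tracheal markers (adjusted p = 9.69e-04) and ecdysone-induced genes of the larval and prepupal stage (adjusted p = 1.13e-04) below them. The antennal regulators, with a median log2 fold change of -0.20 and 3 higher and 4 lower when adjusted over the list alone, did not pass (adjusted p = 0.621). Their list shares *dan*, *danr* and *dac* with the retinal determination network, and the 95% intervals of these genes lay above 0. Those of *B-H1*, *B-H2* and *al* lay below 0. The test of this list thus cannot decide whether the pools differ in their share of antennal tissue. Without its member of smallest p, a setting chosen after seeing the data, the list with *sv* had an adjusted p of 0.379 and the pigment genes one of 0.486. With ranks of the test statistics these 2 lists had adjusted p-values of 0.218 and 0.241. Without its member of smallest p the adjusted p was 0.00338 for the retinal determination network and 0.0191 for neuronal differentiation. With the log2 fold change in place of the test statistic these 4 adjusted p-values lay between 0.370 and 0.851. The lists of photoreceptor specification (adjusted p = 0.419), interommatidial adhesion (adjusted p = 0.125) and axon guidance (adjusted p = 0.687) did not pass. When the test statistics were set against Student's distribution with 4 degrees of freedom, 0 genes passed an adjusted p of 0.01, and *fuss* itself did not (adjusted p = 0.184). This distribution has wider tails, so the lower count follows from its construction and a lost call says nothing on a single gene. In the authors' DESeq2 test 1526 genes had an unadjusted p under 0.05.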

Among 360 genes which showed an altered expression in contrast to controls with an adjusted *p*-value < 0.01, one gene, *shaven (sv)*, was especially interesting (S1 File). Sv, the Pax2 homologue in *Drosophila melanogaster*, is needed for the proper differentiation of cone, primary pigment and bristle cells and the loss of *sv* can result in the well-known glazed eye phenotype [39, 40]. This phenotype is strongly reminiscent of the phenotype observed of *fuss* overexpression with GMR-GAL4. Therefore, eye imaginal discs were stained with antibodies against Sv and its expression was indeed strongly reduced compared to controls (Fig 2B and 2C). Another protein, which is crucial for cone cell differentiation, is Cut (Ct), a homeobox containing transcription factor. Ct expression is induced by the transcription factor Sv [41] and therefore also *ct* expression is severely reduced upon *fuss* overexpression (Fig 2D and 2E). 

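Of 26 measured components of the TGF-β pathway, 0 were higher and 0 lower in *fuss* overexpressing eye discs at an adjusted p under 0.01 from the authors' DESeq2 test. When adjusted over the list alone, 0 were higher or lower, and 4 had an unadjusted p under 0.05. The log2 fold change of the ligand gene *dpp* was -0.08 (standard error 0.07, adjusted p = 0.832), that of the type I receptor gene *tkv* was -0.16 (standard error 0.08, adjusted p = 0.367) and that of the co-Smad gene *Med* was 0.01 (standard error 0.08, adjusted p = 0.990) in the authors' deposited table. The inhibitory Smad gene *Dad*, which Dpp signalling induces, had a log2 fold change of -0.15 (standard error 0.07, adjusted p = 0.355) in the authors' deposited table. The 95% intervals run from -0.22 to 0.07 for *dpp*, from -0.33 to 0.00134 for *tkv*, from -0.15 to 0.17 for *Med* and from -0.29 to -8.71e-04 for *Dad*. The smallest p-values belonged to the ligand gene *mav* (-0.29, adjusted p = 0.125), the glypican gene *dally* (-0.29, adjusted p = 0.137) and the activin-like ligand gene *daw* (-0.63, adjusted p = 0.323), given as log2 fold changes of the authors' deposited table. Of 10 genes regulated by Dpp in discs 0 were higher and 0 lower, also over the list alone. By the authors' DESeq2 test 4 had an unadjusted p under 0.05. Among them the largest log2 fold changes in the authors' deposited table were those of *vg* (-1.08, adjusted p = 0.217), *Doc1* (-0.42, adjusted p = 0.107) and *salm* (0.29, adjusted p = 0.112).

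**Figure D1:**
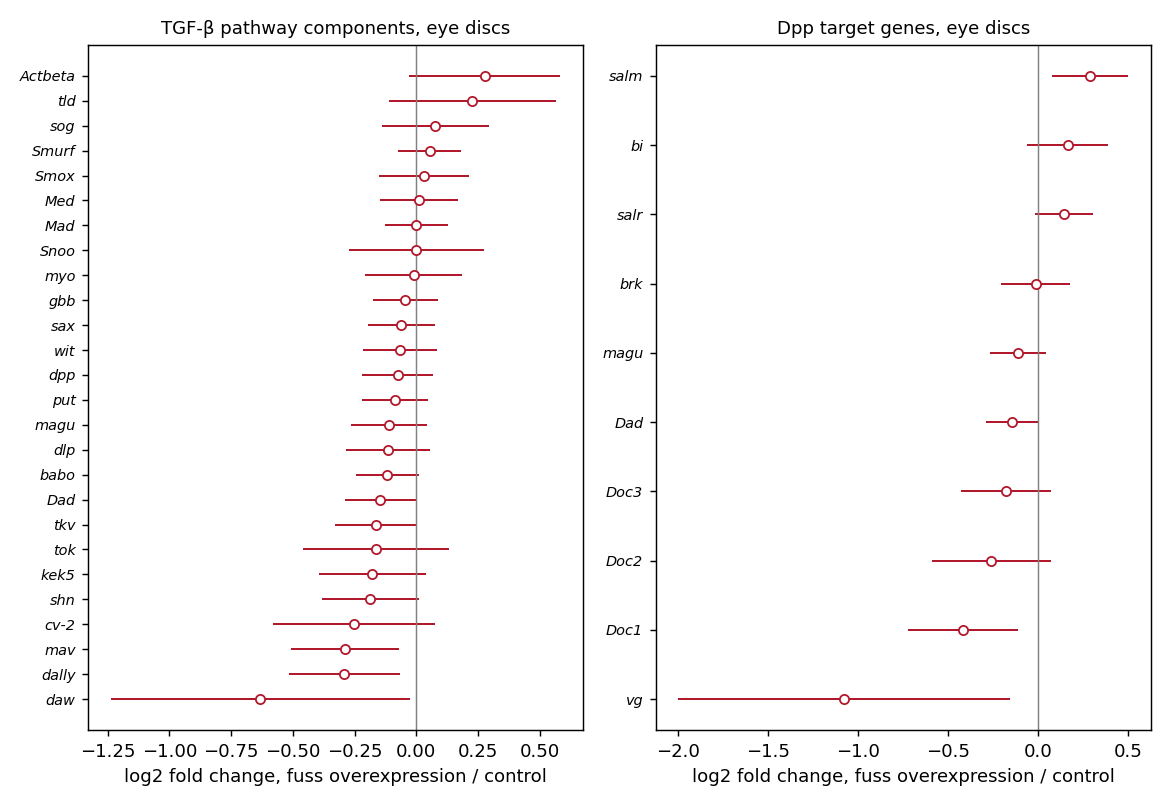
Log2 fold change of each measured TGF-β pathway component (left) and Dpp target gene (right) in *fuss* overexpressing eye discs, from the authors' deposited table. Lines are 95% intervals from the standard errors, and open circles mark genes with an adjusted p of 0.01 or more, which are all the genes shown. The components lie between -0.63 and 0.28 and the targets between -1.08 and 0.29.

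As a list, the components had a median log2 fold change of -0.08 and did not pass limma's cameraPR (direction down, adjusted p = 0.0633). The adjusted p was 0.0121 with ranks of the test statistics and 0.0193 over all genes with a p-value, both under 0.05, and 0.925 with log2 fold changes in place of the statistics. The Dpp target genes did not pass (adjusted p = 0.432). They were listed without regard to the direction in which Dpp regulates them, and cameraPR tests for a shift of the list to the same side. This result thus cannot decide whether Dpp signalling changed.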

As mentioned before, Fuss can also inhibit Dpp signalling, although we found no altered expression of TGF-ß pathway components in our RNAseq data. In addition, we knocked down Medea (Fig 2G) and the type I receptor Tkv (Fig 2H) with the GMR-Gal4 driver line and did not find any defects in adult eyes compared to controls (Fig 2F). Besides that, we also knocked down *sv* (Fig 2I) and indeed, the phenotype is very similar to that of the *fuss* overexpression (Fig 2J). The eyes have a strong reduction in the number of lenses and show a smoother surface than controls. 

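Beyond *sv*, single members of several other gene lists were higher or lower in *fuss* overexpressing eye discs. Of 10 marker genes of haemocytes, the blood cells of the larva, 6 were higher and 0 lower at an adjusted p under 0.01 (8 higher when adjusted over the list alone). Among them were the basement membrane collagen genes *Col4a1* (0.82) and *vkg* (0.83) and the haemocyte gene *Hml* (1.11), by their log2 fold changes in the authors' deposited table. Of 12 glial markers 2 were higher and 0 lower (3 higher over the list alone). They were *wrapper* (1.45) and *repo* (0.51), by their log2 fold changes in the authors' deposited table. Of 18 ecdysone-induced genes that mark the larval and prepupal stage, 4 were lower and 1 higher (6 and 1 when adjusted over the list alone). The lower ones were *Hr3* (-0.87), *Hr4* (-0.78), *ImpE3* (-0.64) and *Blimp-1* (-0.77), and the higher one was *ftz-f1* (0.81), by their log2 fold changes in the authors' deposited table. Of 20 genes of Notch signalling 4 were lower and 0 higher, over the list alone as well. They included the ligand gene *Ser* (-0.30) and the target gene *E(spl)m7-HLH* (-0.42) by their log2 fold changes in the authors' deposited table. Of 10 genes of Hedgehog signalling 2 were lower and 0 higher, also over the list alone, namely the homeobox genes *en* (-0.45) and *inv* (-0.48) in the authors' deposited table. Of 30 cell cycle genes 2 were higher and 0 lower (3 higher over the list alone). These were *RnrS*, a subunit of ribonucleotide reductase, and *dap*, an inhibitor of Cyclin E, with log2 fold changes of 0.45 and 0.37 in the authors' deposited table. Of 22 genes of apoptosis 2 were lower and 0 higher, over the list alone as well, namely the caspase gene *Strica* (-0.82) and the caspase inhibitor gene *Diap1* (-0.28), given as log2 fold changes of the authors' deposited table. Of 29 glutathione S-transferase genes, a family whose similar members can share reads, 4 were higher and 3 lower (4 and 4 over the list alone). The log2 fold change was 1.11 for *GstD9* and -1.04 for *GstD1* in the authors' deposited table. Of 49 cuticle protein genes 3 were higher and 1 lower (4 and 1 over the list alone), for example *Cpr97Ea* (1.70) and *Cpr49Ag* (-5.13) by their log2 fold changes in the authors' deposited table. Of 18 genes of EGFR signalling 1 was higher, *rho* (0.27), and 1 was lower, *kek1* (-0.29), by their log2 fold changes in the authors' deposited table (2 and 1 over the list alone). Of 18 heat shock protein genes 1, *Hsp70Bb*, was higher and 1, *Hsp26*, was lower with a log2 fold change of -0.43 in the authors' deposited table (1 and 2 over the list alone).

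**Figure D2:**
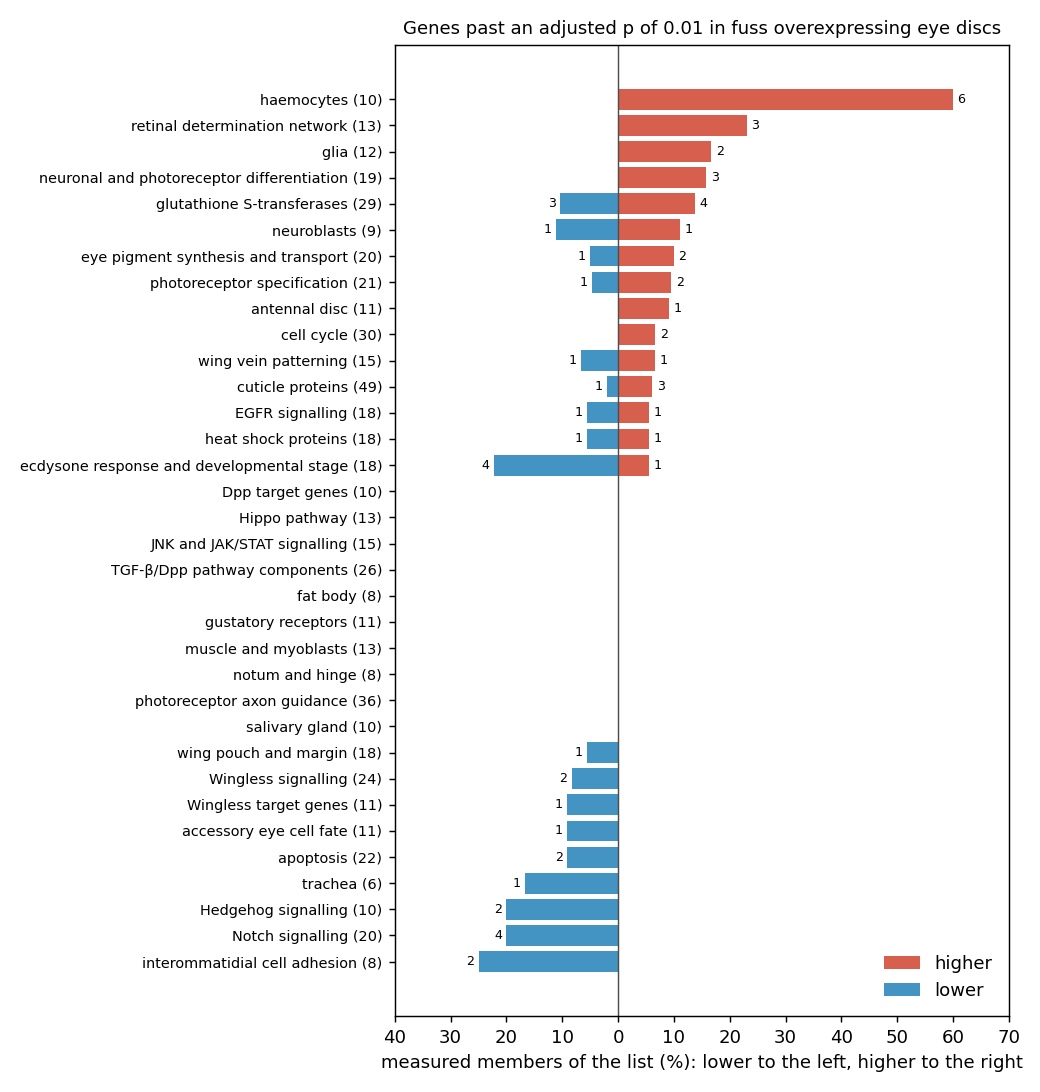
Share of the measured members of each gene list that were higher (right, red) or lower (left, blue) in *fuss* overexpressing than in control eye discs at an adjusted p under 0.01 in the authors' deposited table. The number beside a bar is the number of genes, and the number in brackets the measured members; the haemocyte markers have 6 of 10 members higher and the TGF-β components 0 of 26.

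No member of the lists of JNK and JAK/STAT signalling, the Hippo pathway, fat body, muscle, salivary gland or gustatory receptors passed the authors' DESeq2 test at 0.01, over all genes or when adjusted over the list alone. Of their measured members, 0 of 15, 3 of 13, 0 of 8, 1 of 13, 1 of 10 and 1 of 11 in that order had an unadjusted p under 0.05. Of 9 neuroblast markers 1 was higher and 1 lower, also over the list alone. Of 6 tracheal markers 1 was lower (2 over the list alone) and 0 higher. As whole lists, the haemocyte markers (adjusted p = 1.59e-12), the cell cycle genes (adjusted p = 1.95e-05) and the glial markers (adjusted p = 0.00658) stood above the other genes in limma's cameraPR. The ecdysone-induced genes (adjusted p = 1.13e-04), the tracheal markers (adjusted p = 9.69e-04) and the apoptosis genes (adjusted p = 0.0212) stood below them. The apoptosis list holds inducers and inhibitors of cell death, and the cell cycle list also holds inhibitors such as *dap*. The direction of these lists thus does not give that of cell death or division. The Notch list did not pass (adjusted p = 0.0823), nor did the glutathione S-transferases (adjusted p = 0.876), the cuticle proteins (adjusted p = 0.201), the heat shock proteins (adjusted p = 0.130), EGFR signalling (adjusted p = 0.432), Hedgehog signalling (adjusted p = 0.553) or the neuroblast markers (adjusted p = 0.729). The heat shock list passed downwards with ranks (adjusted p = 0.00470), over all genes with a p-value (0.0193) and, in a setting chosen after seeing the data, without *Hsp70Bb* (0.00123). The Notch list also passed over all genes with a p-value (adjusted p = 0.0362). Without the member of smallest p the adjusted p was 0.0725 for the glial markers and 0.0888 for the apoptosis genes. With a preset correlation of 0.05 it was 0.112 for the apoptosis genes. With log2 fold changes in place of the statistics the haemocyte markers passed (adjusted p = 0.0148) and the other 5 lists that had passed did not. The lowest adjusted p among those 5 was 0.314.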

The phenotype of the sv knockdown is not as strong as the *fuss* overexpression, the reason for this might be, that the downregulation of sv in the knockdown is not as strong as after *fuss* overexpression or that additional processes are disrupted as there are 360 genes significantly altered in expression after *fuss* overexpression.

**Fig 2:**
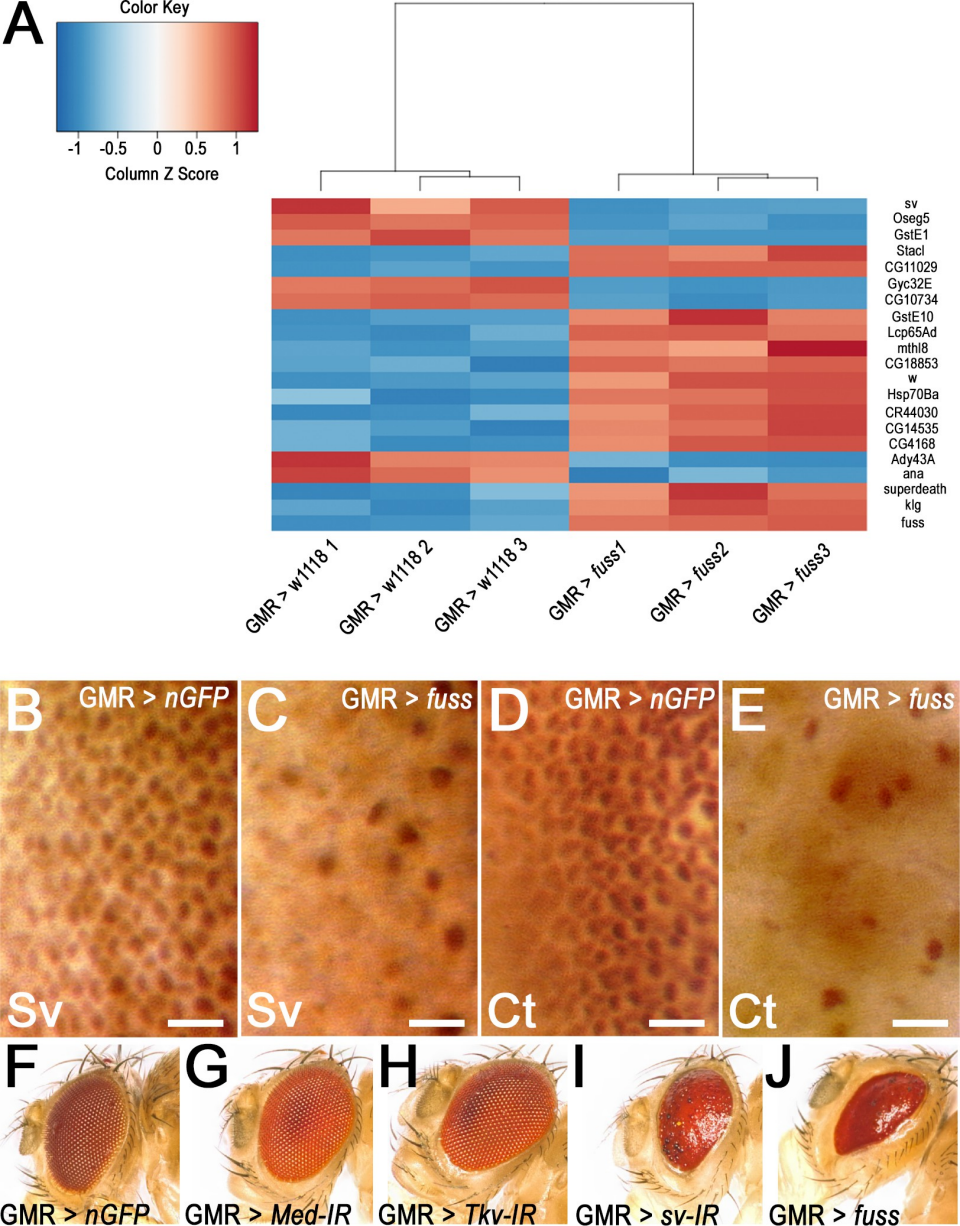
*fuss* overexpression leads to Ct and Sv downregulation and inhibits eye differentiation. (A) Heatmap depicts the top 21 dysregulated genes in Fuss overexpressing eye imaginal discs in contrast to control eye imaginal discs. (B) Shaven (Sv) expression in control eye discs. (C) Shaven (Sv) expression in Fuss overexpressing eye discs. (D) Cut (Ct) expression in control eye discs (E) Cut expression in Fuss overexpressing eye discs. (F) Adult eyes expressing UAS-*Stinger* with GMR-Gal4. (G) Adult eyes expressing UAS-*Med*-IR with GMR-Gal4. (H) Adult eyes expressing UAS-*Tkv*-IR with GMR-Gal4. (I) Adult eyes expressing UAS-*sv*-IR with GMR-Gal4. (J) Adult eyes expressing UAS-*fuss* with GMR-Gal4. DAB staining visualized by light microscopy, images were taken from the posterior side of the eye imaginal disc and the focus was set to the plane, where cone cell nuclei are localised (B-E). Scale bars: 10μm.

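The 21 genes of the heatmap are those with the smallest adjusted p in the authors' deposited table, 14 higher and 7 lower with *fuss* overexpression. Besides *fuss* and the pigment transporter gene *w*, the cell adhesion gene *klg* was among the higher genes, with a log2 fold change of 1.83 (standard error 0.10, adjusted p = 3.25e-67) in the authors' deposited table. The larval cuticle gene *Lcp65Ad* (3.25), *Hsp70Bb* (3.34), a heat shock gene with near-identical copies among which reads can be split, and *mthl8* (7.31), which encodes a Methuselah-like receptor, were higher by these log2 fold changes in the authors' deposited table. Among the lower genes, the log2 fold change was -3.05 for *Oseg5*, which encodes an intraflagellar transport protein, -6.84 for the guanylyl cyclase gene *Gyc32E*, -2.34 for *ana* and -1.48 for the adenylate kinase gene *Adk3* in the authors' deposited table. The glutathione S-transferase genes *GstE10* and *GstE1* moved in opposite directions, with log2 fold changes of 6.15 and -2.39 in the authors' deposited table. They overlap on chromosome 2R of BDGP6.54, *GstE10* on the minus strand from 18396638 to 18398519 and *GstE1* on the plus strand from 18398393 to 18399223. The antisense RNA asRNA:CR44030 (2.37 in the authors' deposited table) lies on the plus strand of chromosome 4 from 959675 to 962692. There it overlaps *fuss* itself, which lies on the minus strand from 962341 to 978489. The paper's text does not say whether the counting used the strand, so that *GstE10*, *GstE1* and asRNA:CR44030 are uncertain. Whether reads of the *fuss* transgene were counted for asRNA:CR44030 was not tested. Larvae with UAS-*fuss* were set against larvae of a cross to w1118. The changes of the heatmap genes thus do not separate a genetic difference between these lines from a response to Fuss. The 95% intervals of the log2 fold changes run from 1.63 to 2.03 for *klg*, from 2.76 to 3.74 for *Lcp65Ad*, from -3.44 to -2.66 for *Oseg5* and from -8.01 to -5.68 for *Gyc32E*. The paper followed *sv* from this comparison because its loss can give a glazed eye, which is reminiscent of *fuss* overexpression. It stained both proteins and compared adult eyes with those after knockdown of *sv*, *Med* and *tkv*. It states that Sv and Ct are downregulated and that eye differentiation is inhibited.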

### Fuss overexpression results in loss of cell types and increased apoptosis

To understand the developmental defects behind the smooth eye phenotype, pupal development of the overexpression eyes was analysed. In control eye imaginal discs of pupae (GMR-Gal4; UAS-*nGFP*), which have pupariated for 40 h, a highly ordered pattern of different cell types can already be observed. In the middle of an ommatidium, four cone cells, which secrete the lens, are surround by two primary pigment cells. The single ommatidia are separated from each other by secondary and tertiary pigment cells as well as bristle cells (Fig 3A). In pupal eye imaginal discs, where *fuss* was overexpressed via the GMR-GAL4 driver line (Fig 3B) most distinct cell types are lost on the surface of the pupal retina in contrast to controls, except for some single bristle cells which are visible (Fig 3B, arrows) but most of the cells which are present are of indefinable cell fate. However, these cells might develop to pigment cells, because the adults develop flat, structureless, but red eyes. With a fluorescent apoptosis sensor called GC3Ai [42], the *fuss* overexpressing retinas show an increase in apoptotic events in a deeper layer of the developing retina (Fig 3D) which could also account for the reduced size of the adult eye field if compared to the *sv* knockdown. As observed in larvae, the photoreceptor axons show a perturbed arrangement compared to controls (Fig 3D), but are still expressing the neuronal marker Elav (Fig 3F), although the positioning of photoreceptor nuclei is deranged. Additionally, large gaps can be observed between individual photoreceptor cell groups, which could be the result of apoptosis. (Fig 3F).

**Fig 3:**
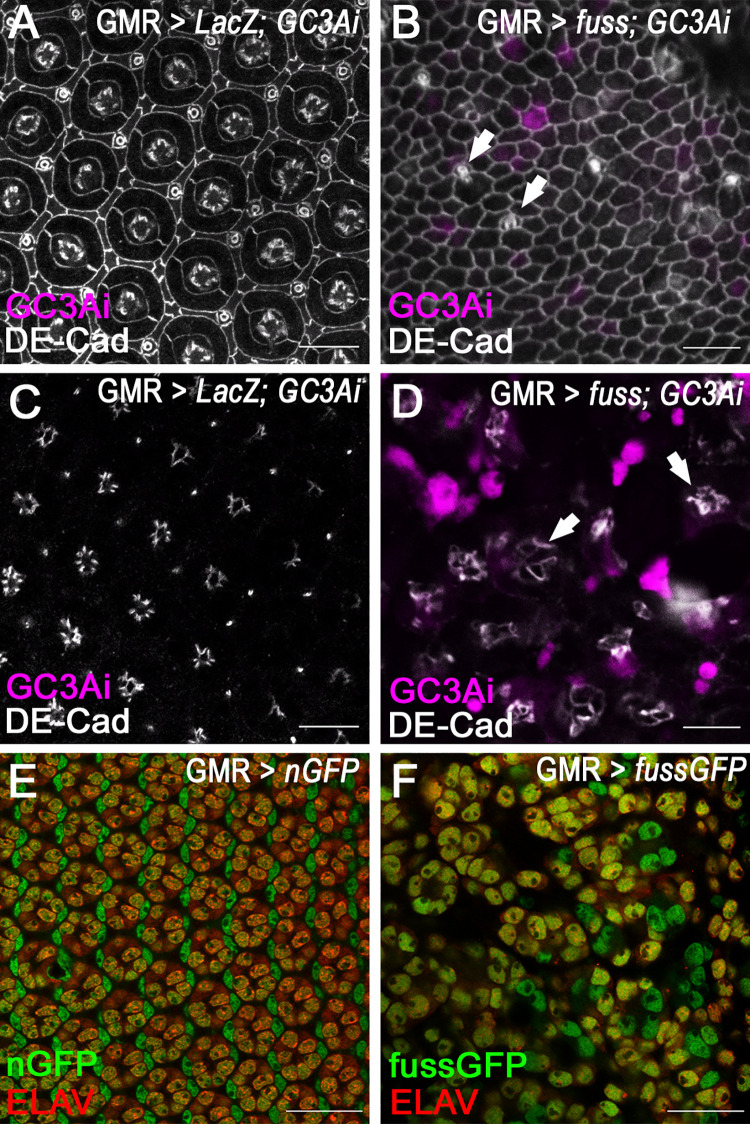
In *fuss* overexpressing pupal retinas cell organisation is completely lost and cell death is increased. (A) Organisation of cone cells, primary, secondary, tertiary and bristle cells in a pupal retina 40 hrs after puparium formation of control flies visualized with DE-CADHERIN (DE-CAD, gray) staining. No G3CAi (magenta) signal can be observed. (B) After *fuss* overexpression with GMR-Gal4 mainly one indefinable cell type differentiates and some single bristle cells are visible on the pupal retina surface (arrows) visualized with DE-CADHERIN (DE-CAD, gray) staining. G3CAi signal (magenta) is from cells directly below the retinal surface. (C) In a lower layer of the pupal retina photoreceptor axons are arranged circularly in controls and no G3CAi signal (magenta) can be observed. (D) After *fuss* overexpression circular arrangement of photoreceptor axons is strongly impaired (gray, arrows) and many apoptotic cells marked with G3CAi (magenta) signal can be observed. (E) In pupal retinas photoreceptor nuclei marked with ELAV expression (yellow) are arranged in a hexagonal array in controls (green). (F) In pupal eye discs of GMR-Gal4; UAS-*fussGFP* flies the ELAV positive photoreceptor nuclei are strongly disturbed in their patterning. Confocal images in A and B are stacks from three single focal planes. Residual confocal images are from single focal planes. Scale bars: 10μm.

The final adult eye differentiation pattern was analysed by paraffin sections of heads of GMR-Gal4; UAS*-fuss* flies (Fig 4A and 4B) as well as controls (GMR-Gal4; UAS-*nGFP*). In *fuss* overexpressing eyes (Fig 4C and 4D) the photoreceptors and their rhabdomeres, which can be observed by a bright fluorescent signal in the controls (Fig 4A) are completely lost. Although they were determined to become photoreceptors as observed in Fig 1D, they are probably removed by apoptosis (Fig 3D) during pupal development, which also affects the integrity of the adult lamina. Furthermore, vacuoles can be observed (Fig 4D, arrows) which are probably also the outcome of the cell death observed during pupal stage (Fig 3D). These sections show, that the indefinable cells observed in pupal retinas have a completely different shape than those of secondary or tertiary pigment cells in controls (Fig 4A), but still contain pigment granules (Fig 4C). Thus, these cells rather adopt a basal pigment cell fate but don´t acquire the correct shape.

**Fig 4:**
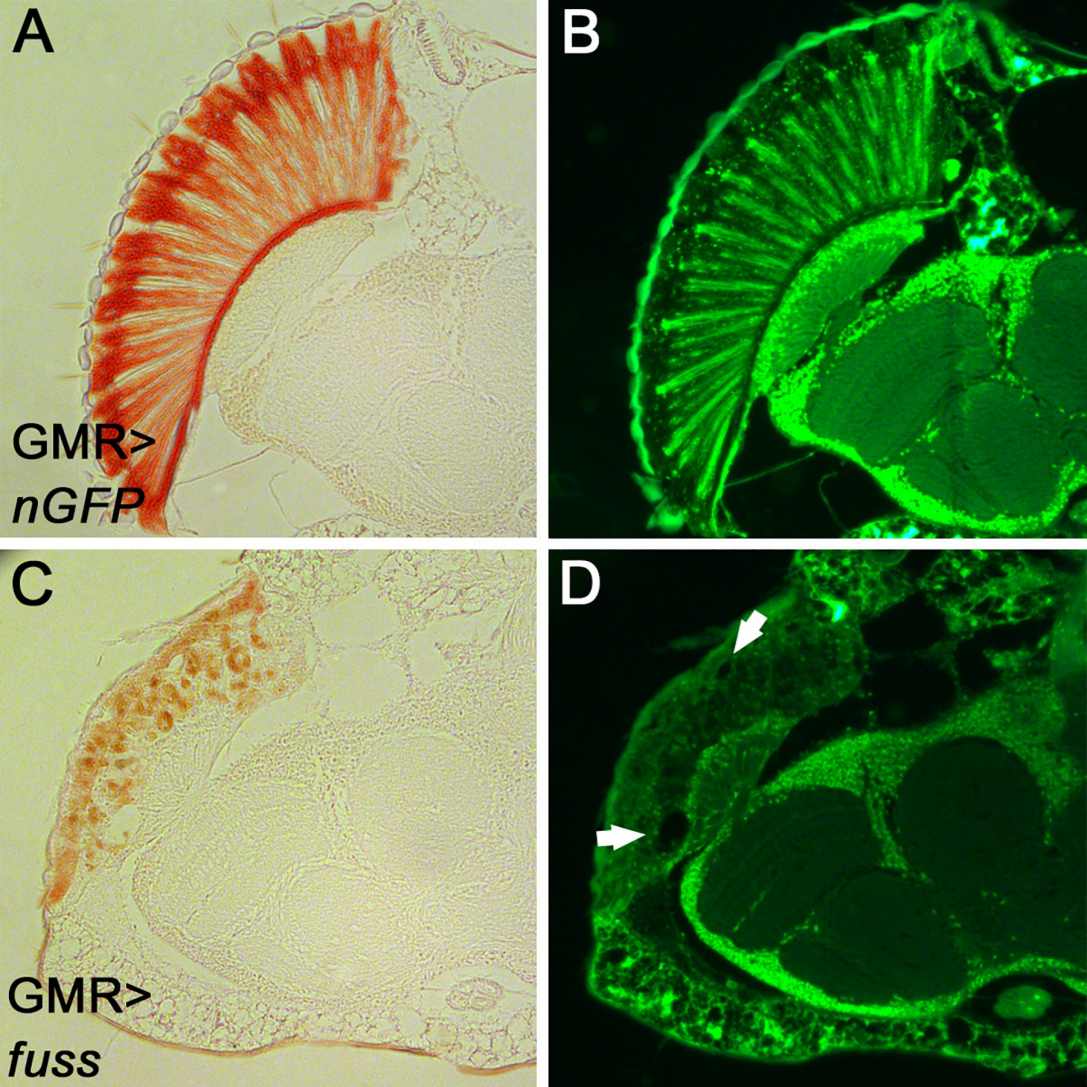
*fuss* overexpression during development disintegrates adult eye structure. (A) Paraffin sections of control heads illuminated with light. (B) Paraffin section of control heads illuminated with 470nm wavelength. (C) Paraffin section of a GMR-Gal4; UAS-*fuss* head illuminated with light shows small pigment granule containing cells. (D) Paraffin section of a GMR-Gal4; UAS-*fuss* head illuminated with 470nm wavelength reveals vacuoles (arrows), loss of adult eye structure including photoreceptors and reduced lamina size.

Obviously, overexpressing *fuss* in differentiating cells posterior to the morphogenetic furrow highly impacts their specification. Photoreceptors are determined but are abolished during development and residual cells are prevented to adopt their natural fate and nearly all are transformed to a basal pigment cell fate. Therefore, *fuss* overexpression is able to completely inhibit differentiation but, in this context, no striking increase in proliferation was observed.

### Early induction of *fuss* overexpressing clones inhibits eye differentiation and leads to eye disc outgrowths

The ability of Ski/Sno proteins to function as proto-oncogenes is often linked to their capacity to inhibit the antiproliferative effects of TGF-ß signalling. To check for early proliferative defects, we decided to induce *fuss* overexpression clones in first instar larvae. 48 hours after egg laying, we heat-shocked the first instar larvae with the genotype (P{hsp70-flp}1/+; Fuss-GFP/+; GAL4-Act5C(FRT.CD2).P) for 12 minutes to induce *fuss* overexpressing clones. Late third instar larvae were dissected, and tissue was analysed for *fuss* overexpressing clones and their effects on development.

Surprisingly, as shown in Fig 5, we detected a completely different behaviour of *fuss* overexpression. *fuss* overexpressing clones in eye imaginal discs result in tissue outgrowths. To check the cellular identity of these outgrowing cells, we first tested for the neuronal differentiation marker Elav, which would be expected in photoreceptor cells. However, these outgrowths lack the late differentiation marker Elav completely and can form big bulbous structures which protrude from the eye imaginal disc (Fig 5A and 5B). All heat shocked larvae die at the latest during pupal stages, therefore we decreased the time of the heat shock, which enabled us to obtain single adult survivors. Some of these survivors had undifferentiated tissue growing out from their eye, which apparently was generated by *fuss* overexpressing clones (Fig 5C). To further understand the *fuss* overexpression defects, we were searching for early retinal differentiation markers. Dpp signalling is assumed to be required for the expression of early retinal differentiation markers *sine oculis*, *dachshund* and *eyes absent* (*eya*) [43, 44]. Previous studies have shown, that overexpression of *fuss* can interfere with Dpp signalling [4] and we could indeed confirm that *fuss* overexpressing clones lack *eya* expression (Fig 5D) and therefore, Fuss might inhibit Dpp signaling in the eye imaginal disc as well. All in all, initiation of photoreceptor differentiation is already impaired in *fuss* overexpressing clones.

**Fig 5:**
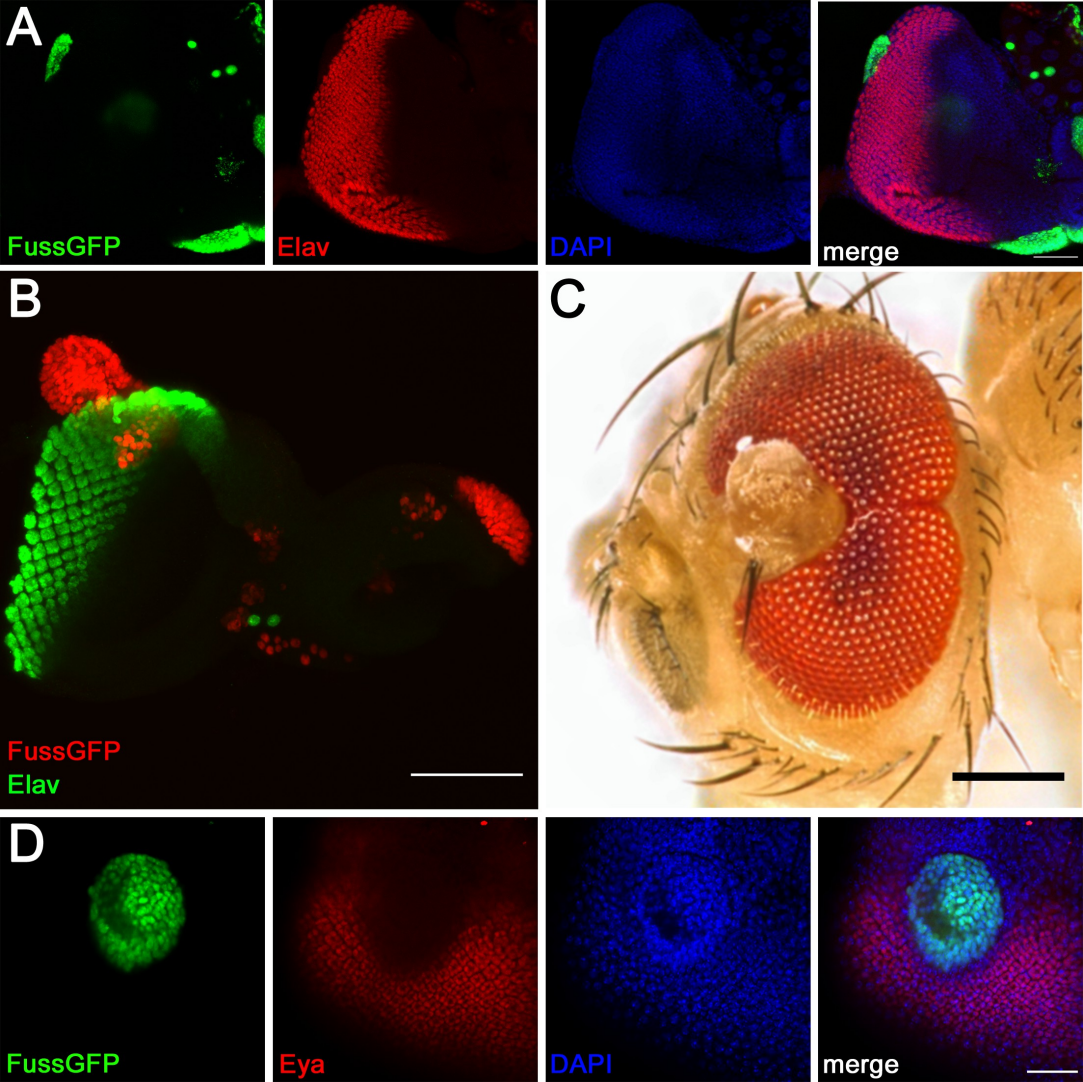
*fuss* overexpressing clones lead to undifferentiated outgrowths from eye imaginal discs. (A) *fuss* overexpressing clones (green) in eye imaginal discs are not expressing the late neuron differentiation marker Elav (red). DAPI (blue) (B) *fuss* overexpressing clones (red) extensively outgrow from eye imaginal discs. Elav (green). (C) Adult survivors exhibit large outgrowths from eyes. (D) *fuss* overexpressing clones (green) in larval eye imaginal discs are not expressing the early differentiation marker Eyes absent (Eya, red). DAPI (blue). All images are stacks. Scale bars: 50 μm (A, B), 25 μm (D).

### *fuss* overexpressing clones exhibit increased proliferation

However, this does not explain, why *fuss* overexpressing clones lead to tissue outgrowths from the eye. Generally, if eye development is inhibited, this would lead to a transformation from eye to head capsule tissue only and not to additional head capsule tissue as observed [45]. In contrast to *eya* mutant eye discs, where proliferation is strongly reduced [46], the *fuss* overexpressing clones seem to show increased proliferation. To further analyse cell proliferation, we used the Fly-FUCCI system, where degrons of E2F1 and CycB have been fused to GFP and mRFP, respectively, to visualize the cell cycle behaviour of cells [47]. Cells from anaphase to the G1 to S transition are green, S phase cells are red, and cells in G2 and early mitosis are yellow. Expressing the Fly-FUCCI system via the Flipase technique in eye imaginal discs (Fig 6A), we found that many cells posterior to the morphogenetic furrow are green or red, therefore in G1 or S-Phase and only some where yellow, thus in early mitosis. But when we coexpressed *fuss* with the Fly-FUCCI system many more cells where yellow posterior to the morphogenetic furrow and consequently where in G2-Phase or undergoing mitosis (Fig 6B). Interestingly, the shape of *fuss* overexpressing clones were highly different to that of control clones. Whereas control clones integrate into the patterning of the developing eye imaginal discs, *fuss* overexpressing clones might not react to Dpp signalling as shown before, have a rather elliptical shape and are protruding from the eye imaginal disc. Because of this experiment we expected, that *fuss* overexpressing clones have a higher division rate than controls. We chose to use an antibody against phosphorylated Histone H3, a marker for mitosis, to specifically identify mitotic cells and count them. In this assay we only counted cells, behind the second mitotic wave (smw), because after the smw cells start to differentiate instead to proliferate. As controls we used tissue which was not overexpressing *fuss*, therefore we counted the number of pHH3 positive cells inside *fuss* overexpressing clones and outside of it, and measured the area in pixels of the *fuss* overexpressing clonal tissue and the wildtype tissue and divided the number of mitotic cells by the amount of pixels. We found significantly more pHH3 positive cells per pixel in the *fuss* overexpressing clones than in the surrounding wild type tissue (Fig 6C and 6D, S2 File), demonstrating that *fuss* overexpression leads to increased proliferation in developing eye imaginal discs in contrast to controls (Fig 6E).

**Fig 6:**
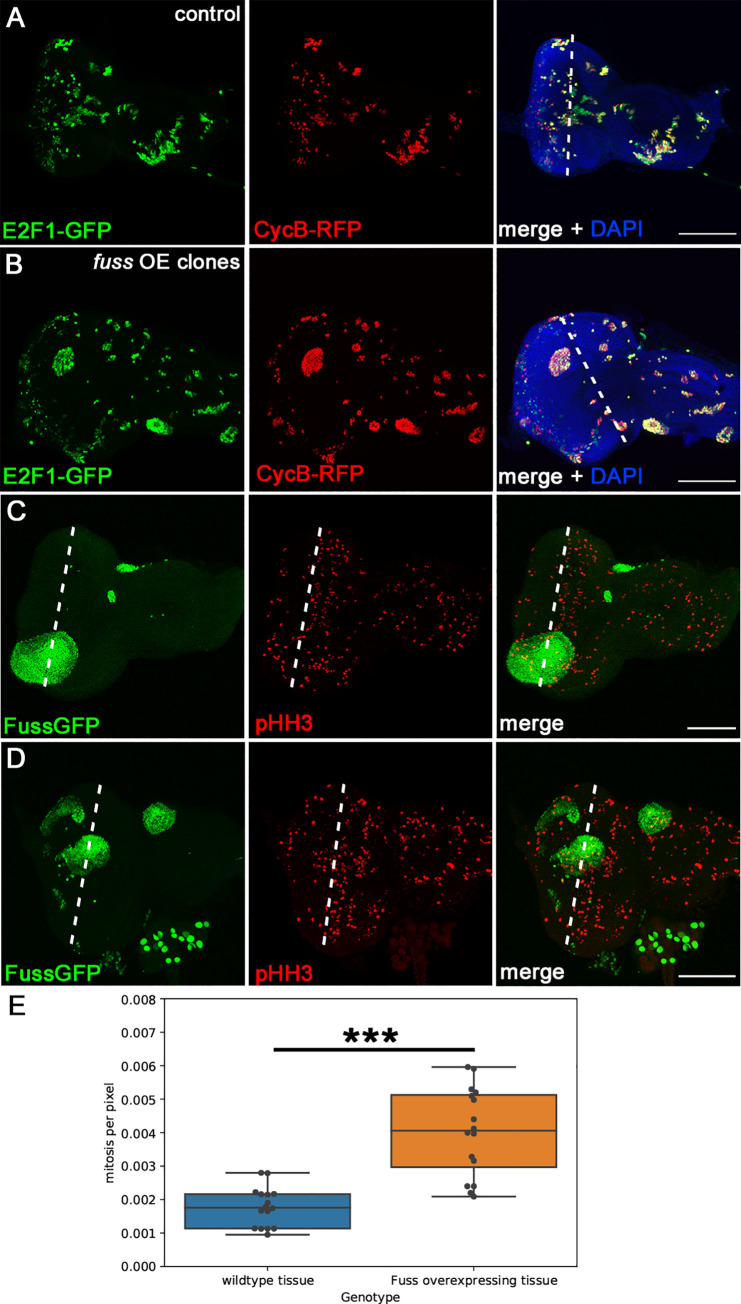
*fuss* overexpressing clones exhibit increased proliferation in the eye imaginal disc. (A) Eye imaginal discs with clones expressing the Fly-FUCCI system. E2F1 is fused to GFP (green) and CycB is fused to RFP (red). Dashed line marks the morphogenetic furrow. (B) Eye imaginal discs with clones expressing the Fly-FUCCI system and Fuss (green). Dashed line the marks morphogenetic furrow. (C, D) FussGFP overexpressing clones (green) and mitotic cells (pHH3, red) Dashed line marks the second mitotic wave. (E) Wildtype tissue (0.001783, n = 16) exhibits less mitotic events per pixel than *fuss* overexpressing tissue (0.004029, n = 16). Two-sided Mann-Whitney U test was used to calculate p-value. ***p<0.001. All images are stacks. Scale bars: 100μm.

### *wingless* is expressed in *fuss* clonal outgrowths

Besides eye differentiation, Dpp signalling is also required to inhibit *wg* expression in the eye imaginal discs [36]. In eye imaginal discs of third instar larvae, *wg* expression can normally only be observed at the dorsal and ventral margins of the eye disc, where it is supposed to promote head capsule structures instead of eye tissue [48], but in earlier stages *wg* is expressed in the whole prospective eye [49] and this is around the time we induce the *fuss* overexpressing clones. Loss of Dpp signalling leads to overgrowth and ectopic *wg* expression in the eye imaginal disc [36] and loss of *eya* expression might not only be the result of *fuss* dependent inhibition of Dpp signalling, but also ongoing Wg signalling, as it has been shown by ectopic Wingless signalling clones [50]. To test if *fuss* overexpression clones continue expressing *wg* from earlier stages on via a possible inhibition of Dpp signalling, we used a wg-LacZ reporter construct to visualise *wg* promotor activity in the eye imaginal disc and as shown in Fig 7A *fuss* overexpressing clones exhibit indeed LacZ expression supporting the hypothesis that the inhibition of Dpp signalling allows continuous *wg* expression in these cells. Wingless signalling is also involved in promoting the proliferation of cells anterior to the morphogenetic furrow and ectopic Wingless signalling leads to increased proliferation [51]. One possible hypothesis for the overproliferation observed with *fuss* overexpressing clones might be that Fuss acts again as an inhibitor of Dpp signalling in the eye imaginal disc allowing continuous *wg* expression, which might lead to the excess proliferation in the eye imaginal disc. To test this hypothesis, we tried to generate clones, which besides *fuss*, also express a knockdown construct for *wg*, but this approach turned out to be highly lethal. In a second approach, we generated clones which expressed *fuss* and a dominant negative form of *Pangolin* (*dnPan*), because the effects of *wg* overexpression can be suppressed by dominant negative Pangolin, even when expressed from the same cell [52] and it has been shown, that *wg* expression can be autoregulated endogenously [53, 54] or ectopically in some tissues [55]. *fuss/dnPan* overexpressing clones (Fig 7B) were not only consistently smaller compared to *fuss* overexpressing clones (Fig 7A), but the clonal tissue did also not outgrow anymore. *fuss/dnPan* overexpressing clones did not exhibit *wg* expression anymore, as observed with the absence of LacZ staining, supporting our hypothesis that Fuss, via inhibition of Dpp signaling, might be able to allow *wg* expression from earlier stages to continue and *wg* expression and Wg signalling in these clones might promote the outgrowths from the eye disc. Similarly, overexpressing dominant negative Pan together with nuclear GFP lead to small clones and *wg* expression was also not increased (Fig 7C).

**Fig 7:**
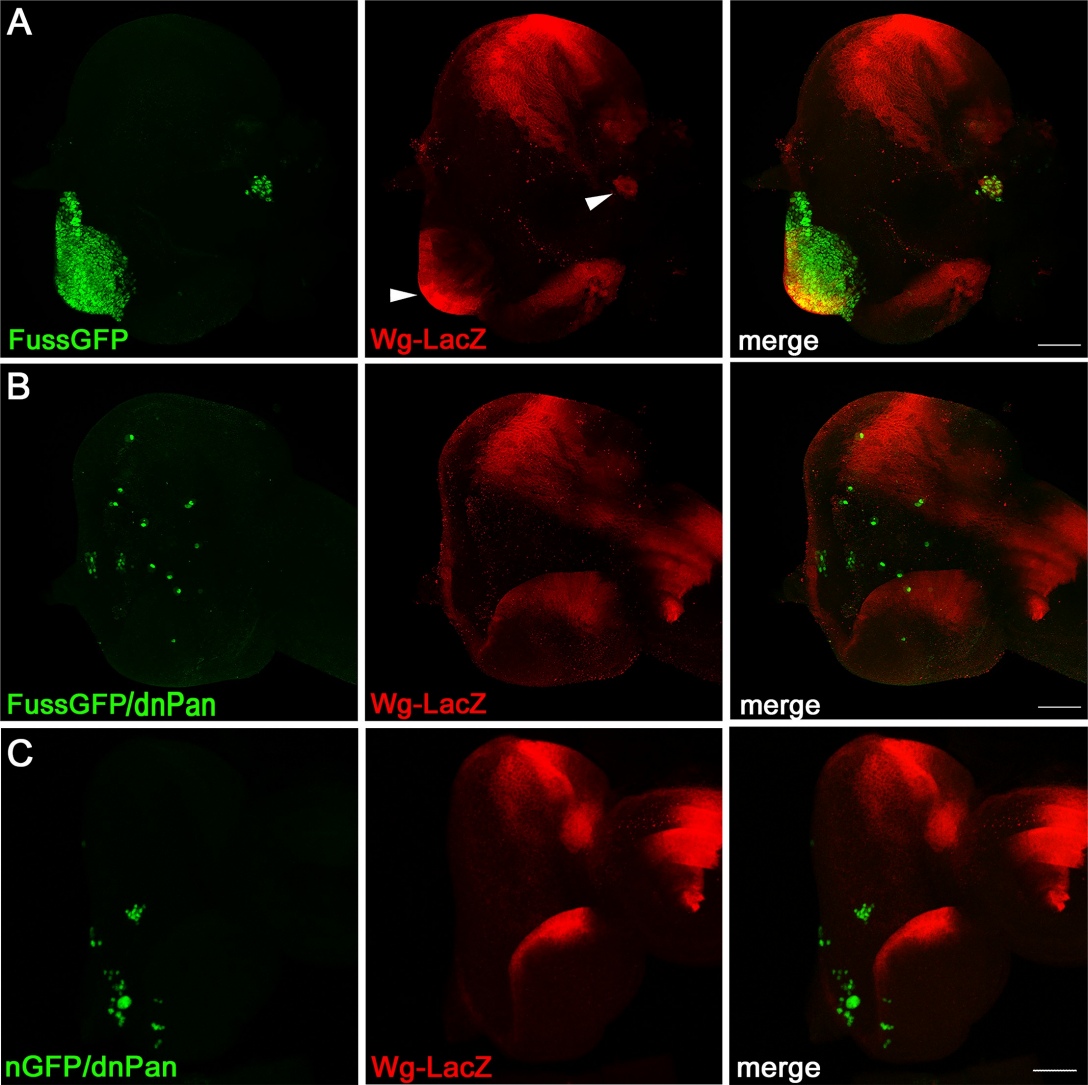
*fuss* overexpressing clones exhibit *wg* expression. (A) FussGFP overexpressing clones (green) show LacZ expression (red) under the control of a *wg* promotor. (B) Simultaneous expression of FussGFP and dnPan (green) inhibits LacZ expression (red) under the control of a *wg* promotor and clonal tissue is strongly reduced in size. (C) dnPAN expressed together with nuclear GFP (green) show no expression of LacZ under the control of a wg promotor (red). All images are stacks. Scale bars: 50 μm.

## Discussion

In this work, we addressed the question if Skor/Fuss proteins, members of the Ski/Sno family, retained the function of Ski and Sno to induce uncontrolled proliferation as observed in early stages of tumorigenesis.

First, the overexpression of *fuss* posterior to the morphogenetic furrow with the GMR-Gal4 driver line resulted in a nearly complete loss of all cell types in the adult eye. During development, photoreceptor axons were not able to target the appropriate layers of the optic lobe anymore and cone cells, primary pigment cells and bristle cells were transformed into a basal pigment cell fate. This transformation was caused by the inhibition of *sv* expression, which is crucial for accessory cell differentiation. Additionally, increased apoptosis during pupal development lead to the removal of photoreceptors and lastly adult eyes only consisted of cells containing pigment granules. This lack of differentiation cannot be explained by the Dpp inhibiting role Fuss exerts, when overexpressed [4], because inhibiting the Dpp signaling pathway via knockdown of Tkv or Med had no effect. Photoreceptor axon guidance is impaired, if Dpp signaling is disrupted in photoreceptors by the expression of the inhibitory Smad Dad [56]. Thus, the observed photoreceptor axon guidance phenotype, when *fuss* is overexpressed with GMR, could indeed be a result of Dpp signaling inhibition. However, the loss of nearly all eye cell types is due to other effects (e.g. downregulation of *sv* and apoptosis) than Dpp signaling repression alone, because loss of Dpp signaling behind the morphogenetic furrow only results in mild patterning defects of the pupal retina [57]. Nonetheless, the inhibition of cell differentiation has already been shown in other cancer models e.g., when two copies of the constitutive active form of the receptor tyrosine kinase dRET^MEN2B^ are expressed with the GMR-Gal4 line, pupal retinas are devoid of any distinguishable cell types [33]. This phenotype is indistinguishable from the phenotype of the pupal retinas generated by the overexpression of *fuss* via GMR-Gal4. In a screen for novel oncogenes from breast cancer patients, human transgenes have been overexpressed with the GMR-Gal4 driver line. Overexpression of human RPS12, a subunit of the small ribosomal subunit, whose expression is increased in various cancer types, leads also to a glazed eye phenotype [58]. Therefore, different oncogenes can result in different outcomes when expressed with the GMR-Gal4 driver line and are not always leading to massive tissue overgrowth like the Yorkie overexpression [59]. Most importantly, with this approach to overexpress *fuss* in cells which already were destined for acquiring a cell fate and have left the cell cycle, we were not able to induce increased proliferation anymore, but could prevent cell differentiation.

Consequently, we switched to a more pluripotent cell type in the eye imaginal disc [60] and induced *fuss* overexpressing clones prior to the formation of the morphogenetic furrow. These results let us assume that in this context, *fuss* overexpressing clones do not react to the antiproliferative effects of the Dpp morphogen anymore. Instead, *wg* expression and thus, proliferation promotion might be maintained. This leads to outgrowths of clonal tissue from the eye imaginal disc of third instar larvae, which showed an increased number of mitotic events. If these flies survived to adulthood, undifferentiated, extra tissue was visible in the complex eye.

An analogous mechanism can be observed in tumors which overexpress Ski or Sno. The TGF-ß signaling pathway also acts anti-proliferative, but this action is inhibited by the increased presence of Ski/Sno proteins. Therefore, the molecular mode of action is similar to the human Ski/Sno proteins. The function of Ski and Sno is highly context dependent, as they can fulfill an anti-oncogenic or pro-oncogenic role depending on the cancer type or status of the cancer. We also observed this with *fuss* overexpressing clones. Only when induced 48h after egg laying, we found additional tissue in late third instar larvae and only in eye imaginal discs, because here, Dpp counteracts the proliferative effects of Wg signaling. When *fuss* is overexpressed in the wing disc or after induction of the morphogenetic furrow differentiation is inhibited, this results in a wing with truncated veins [4] or in a smooth eye surface (this work). This is also underlined by RNAseq data from eye and wing imaginal discs, where *fuss* was overexpressed with the GMR-Gal4 and Nub-Gal4 driver line, respectively. 

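For wing discs, 3 libraries of Nub-Gal4 > w1118 controls and 3 libraries of Nub-Gal4 > UAS-*fuss* larvae were made from 30 discs each. Nub-Gal4 is active in the wing pouch, and the pools also hold the hinge and the notum. The control libraries were sequenced 1 on lane 5 and 2 on lane 6, and all 3 *fuss* overexpression libraries on lane 5. Genotype and lane are thus partly confounded, and cannot be separated without values per library. The wing part of the authors' deposited table was made like that of the eye discs, with a p-value for 14231 genes. It has an adjusted p for 10926 genes, with mean normalized counts from 3.36 upwards. The mean normalized counts of all genes sum to 34175754. The test statistics of genes with a mean normalized count of at least 10 had a robust standard deviation of 1.75 in wing discs and 1.11 in eye discs, where 1 is the value without any difference between genotypes. Because the tissues share no library, the log2 fold changes of the tissues were subtracted for each gene and the difference was divided by its standard error. Its p was adjusted by Benjamini-Hochberg over 9359 genes that had a mean normalized count of at least 10 in both tissues. Tissue and driver line change together in this comparison.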

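In wing discs *fuss* rose by 8.60 on the log2 scale in the authors' deposited table (standard error 0.18), with a 95% interval from 8.25 to 8.94. At an adjusted p under 0.01, 566 genes were higher and 583 lower with *fuss* overexpression in the authors' deposited table. When the test statistics were divided by their robust standard deviation, 223 genes passed, 84 of them higher (37.7% against 49.3%). With Student's distribution with 4 degrees of freedom 0 genes passed and *fuss* itself did not (adjusted p = 0.0114), which follows from its wider tails. In the authors' DESeq2 test 2864 genes had an unadjusted p under 0.05. Of 18 measured regulators of the wing pouch and margin 8 were lower and 1 was higher (9 and 1 when adjusted over the list alone). Among them were *nub*, whose locus the driver reports, with a log2 fold change of -1.76 (standard error 0.09, adjusted p = 1.24e-73), *dve* (-2.34) and *rn* (-1.15) in the authors' deposited table. Of 8 regulators of notum and hinge 7 were higher and 0 lower, over the list alone as well. Examples are *eyg* (0.58) and *tup* (0.65) by their log2 fold changes in the authors' deposited table. Each pool holds pouch, hinge and notum together, so these counts cannot tell a changed share of pouch tissue from a change within cells. Of 15 vein and intervein genes 5 were higher and 7 lower, also over the list alone. The intervein gene *bs* was at -0.95 and *vn*, which encodes a ligand of the EGF receptor, at 0.52 on the log2 scale in the authors' deposited table. Of 30 cell cycle genes 16 were higher and 1 lower (21 and 1 over the list alone). Among them were the Cdc25 phosphatase gene *stg* (0.58), the replication gene *Mcm5* (0.49) and the Cyclin E inhibitor gene *dap* (0.61) by their log2 fold changes in the authors' deposited table. As the list also holds inhibitors, its direction does not give that of division. Of 26 TGF-β pathway components 4 were higher and 0 lower (4 and 1 over the list alone). Of 10 Dpp target genes 2 were higher and 4 lower, over the list alone as well, for example *magu* (0.46) and *Doc2* (-1.84) by their log2 fold changes in the authors' deposited table. Of 17 heat shock protein genes 6 were lower and 0 higher, also over the list alone. They included *Hsp26* (-1.23) and *Hsp70Bb* (-1.30), a gene with near-identical copies, by their log2 fold changes in the authors' deposited table. Markers of the fat body had a median log2 fold change of 2.06 over 7 measured genes. None of them passed the authors' DESeq2 test at 0.01 or when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The most abundant of them, *Fbp1*, had a mean normalized count of 160688 and a log2 fold change of 1.71 (standard error 1.21, adjusted p = 0.398) in the authors' deposited table. In limma's cameraPR the pouch genes (adjusted p = 1.77e-19), the Dpp target genes (adjusted p = 0.00760) and the heat shock proteins (adjusted p = 1.80e-04) stood below the other genes. The notum and hinge genes (adjusted p = 1.25e-05) and the cell cycle genes (adjusted p = 4.07e-09) stood above them. The vein genes (adjusted p = 0.577), TGF-β components (adjusted p = 0.520) and fat body markers (adjusted p = 0.231) did not pass. The Dpp target list had an adjusted p of 0.517 without its member of smallest p, a setting chosen after seeing the data, and 0.775 with ranks. As its members were listed without regard to the direction in which Dpp regulates them, its direction does not give that of Dpp signalling. The heat shock list had an adjusted p of 0.177 with ranks. With log2 fold changes in place of the statistics none of these 5 lists passed, their lowest adjusted p being 0.203. The fat body markers then did (adjusted p = 1.83e-09), as they did with ranks (adjusted p = 0.0350).
Of 10235 genes with an adjusted p in both tissues, 133 passed 0.01 in both, 120 in the same direction and 13 in opposite directions. Of these, 60 were higher in both tissues, where independent lists give 9.07 (two-sided Fisher's exact test, p = 4.67e-34). Another 60 were lower in both, where independent lists give 8.89 (Fisher's exact test, p = 8.10e-35). The genes higher in both include *fuss* itself, and the test treats genes as independent. Both comparisons set larvae with UAS-*fuss* against larvae of a cross to w1118. A genetic difference between these lines would thus recur in both tissues, and the overlap does not separate it from a response to Fuss. Across the 1314 genes that passed in either tissue, which are not independent replicates, Pearson's r of the log2 fold changes was 0.399 and Spearman's rho 0.479. Of the 21 genes of the heatmap in Fig 2A, 12 passed in wing discs as well, 10 of them, with *fuss* itself, in the same direction. Examples are *mthl8* (7.23), *Oseg5* (-4.05) and *GstE1* (-2.50) by their log2 fold changes in the authors' deposited table. The pigment transporter and transgene marker gene *w* was lower in wing discs, with a log2 fold change of -1.85 (standard error 0.08, adjusted p = 6.91e-108) in the authors' deposited table. The log2 fold change of *sv* in wing discs was -1.68 (standard error 0.54, adjusted p = 0.0154) in the authors' deposited table, and its eye minus wing difference of -0.64 did not pass (95% interval -1.77 to 0.49, adjusted p = 0.772). The difference itself passed an adjusted p of 0.01 for 232 of 9359 genes, with the eye value above the wing value for 131 and below it for 101.

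**Figure D3:**
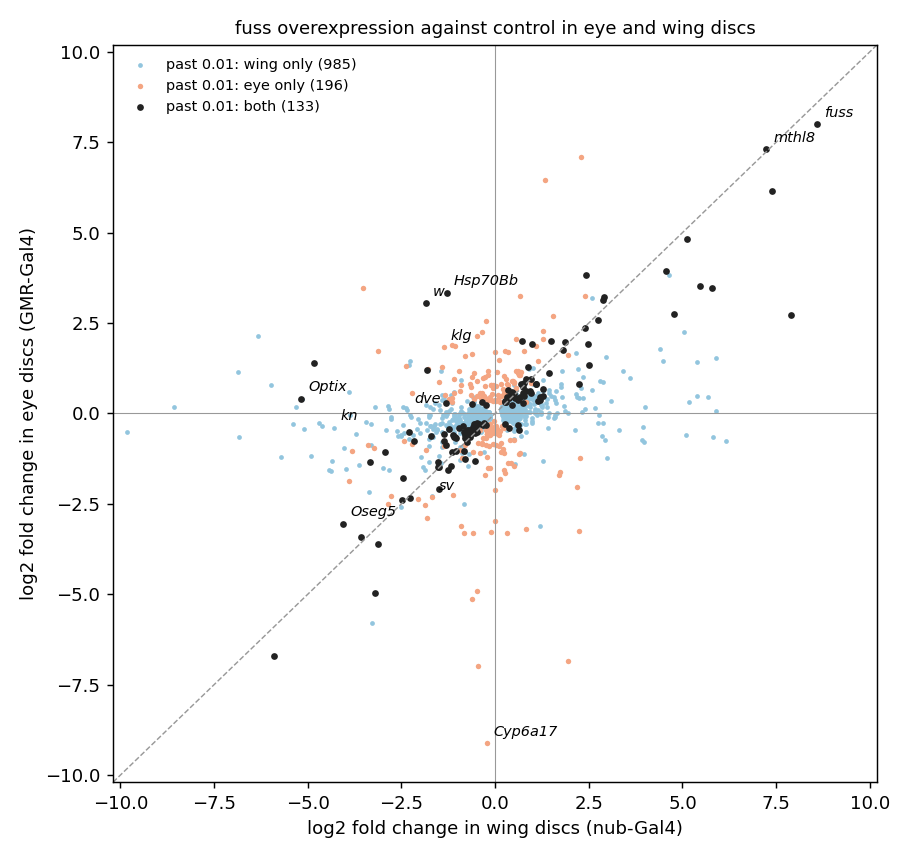
Log2 fold change of *fuss* overexpression over control in wing discs (horizontal) and eye discs (vertical) for the 1314 genes with an adjusted p under 0.01 in either tissue in the authors' deposited table. Black points are the 133 genes past 0.01 in both tissues, orange points passed in eye discs only and blue points in wing discs only, the dashed line marks equal values, and *w* and *Hsp70Bb* lie above 0 in eye discs and below 0 in wing discs.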

In the eye dataset, *wg* expression in eye imaginal discs is not significantly different from control eye discs, whereas *wg* expression in *fuss* overexpression wing discs is significantly reduced in contrast to control wing discs (S1 Fig).

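The *wg* gene (FBgn0284084), which encodes the Wnt ligand Wingless, lies on chromosome 2L of BDGP6.54 from 7307159 to 7316265. Its log2 fold change with *fuss* overexpression was -0.22 (standard error 0.15, adjusted p = 0.598) in eye discs and -0.75 (standard error 0.10, adjusted p = 5.14e-13) in wing discs in the authors' deposited table. The 95% interval runs from -0.52 to 0.07 in eye discs and from -0.94 to -0.56 in wing discs, where the control level was 1.68 times the level with *fuss* overexpression. The eye minus wing difference was 0.53 with a 95% interval from 0.18 to 0.88, at an unadjusted p of 0.00322 and an adjusted p of 0.0654 over 9359 genes. It did not pass 0.01. Of 24 genes of Wingless signalling 5 were lower and 2 higher in wing discs. In eye discs 2 were lower and 0 higher, and the numbers were equal when adjusted over the list alone. The Wnt ligand genes *Wnt2* and *Wnt6* were lower in both tissues, with log2 fold changes of -0.36 and -0.41 in eye discs and -0.87 and -0.52 in wing discs in the authors' deposited table. The eye minus wing difference was 0.51 for *Wnt2* (95% interval 0.24 to 0.79, adjusted p = 0.00983) and 0.11 for *Wnt6* (95% interval -0.16 to 0.38, adjusted p = 0.868). With the statistics divided by their robust standard deviation the difference for *Wnt2* did not pass (adjusted p = 0.0527). Of 11 genes that Wingless induces in discs 5 were lower and 0 higher in wing discs. In eye discs 1 was lower and 0 higher, and over the list alone the numbers were equal. In wing discs these included *nab* (-1.84), *Dll* (-1.05) and the bristle precursor gene *sens* (-1.31), and in eye discs *H15* (-0.87), by their log2 fold changes in the authors' deposited table. As a list the Wingless targets stood below the other genes in wing discs (adjusted p = 2.88e-06 from limma's cameraPR) and in eye discs (adjusted p = 0.00658). In eye discs they no longer passed without *H15*, a setting chosen after seeing the data (adjusted p = 0.0621). With log2 fold changes in place of the statistics the targets did not pass (adjusted p = 0.237 in wing and 0.661 in eye discs). The targets *vg*, *sens*, *ac*, *sc*, *Dll* and *nab*, and *wg* itself, also belong to the wing pouch and margin list. That list stood below the other genes in wing discs (adjusted p = 1.77e-19 from limma's cameraPR). The test of the targets in wing discs thus cannot separate a change of Wingless output from a general loss of pouch transcripts. The Wingless signalling list passed in neither tissue (adjusted p = 0.487 in wing and 0.269 in eye discs). In a test of an absolute log2 fold change above 0.5, *wg* in wing discs had an adjusted p of 0.151. The paper states that the function of Ski and Sno depends on the context, that *fuss* overexpressing clones show this too, and that the RNA-seq data of eye and wing discs underline it.

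**Figure D4:**
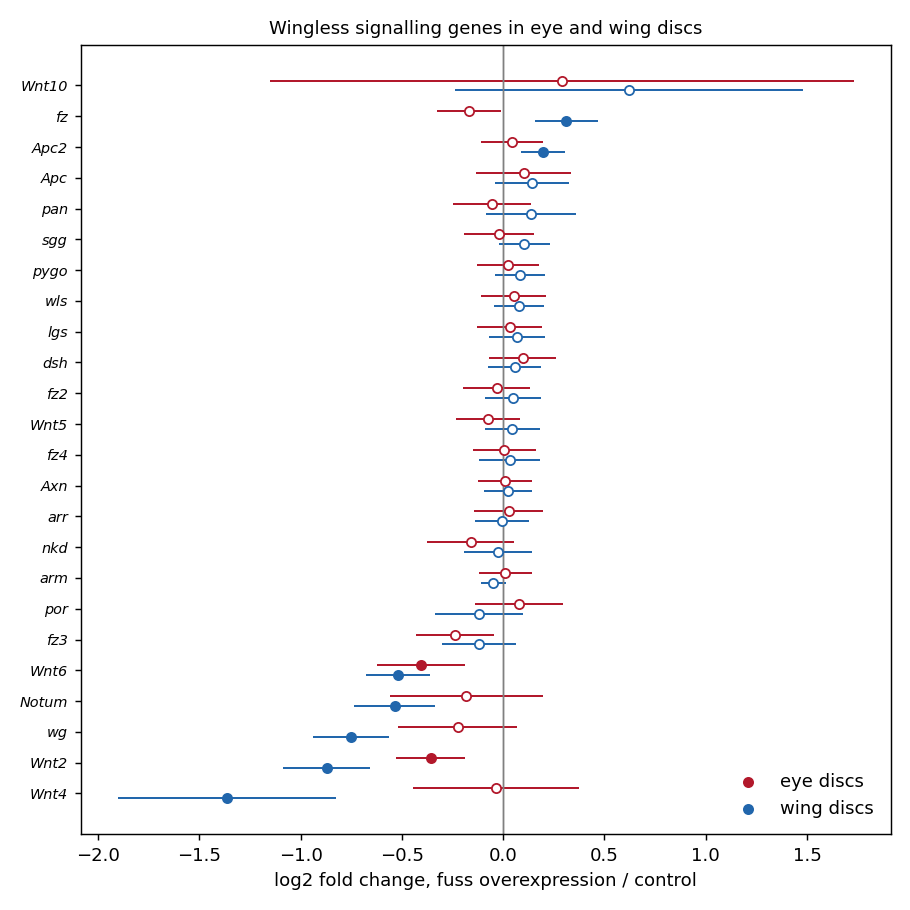
Log2 fold changes of Wingless signalling genes with *fuss* overexpression in eye discs (red) and wing discs (blue) from the authors' deposited table. Lines are 95% intervals from the standard errors, and filled circles mark an adjusted p under 0.01, which *wg* passed in wing discs (-0.75) and not in eye discs (-0.22).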

Thus, we were able to show that the Skor protein Fuss in *Drosophila melanogaster* still retained the function of the Ski/Sno proteins by inhibiting differentiation but inducing hyperproliferation. But the hallmarks of real tumorigenesis are lacking, because at some point during pupal development, proliferation stops, and these cells become protruding head tissue as it could be observed in complex eyes of surviving flies. Furthermore, there was no evidence of an epithelial-mesenchymal transition because *fuss* overexpressing clones maintained their epithelial fate. It will be of high interest if future studies can find similar results in overexpression studies for the vertebrate Skor proteins or detect increased expression of these proteins in specific cancer types.

## Material and methods

### Fly husbandry and stocks

Flies were raised at 25°C under a 12 hr/12 hr light/dark cycle. Fly lines obtained from the Bloomington Drosophila Stock Center were: P{GAL4-ninaE.GMR}12 (BDSC #1104), w1118; P{UAS-Stinger}2 (BDSC #84277), w1118; snaSco/CyO, P{en1}wgen11 (BDSC #1672), y1 w1118; P{UAS-pan.dTCFΔN}4 (BDSC #4784), y[1] w[*]; P{w[+mC] = GAL4-Act5C(FRT.CD2).P}S (BDSC #4780), P{ry[+t7.2] = hsFLP}1, y[1] w[1118]; Dr[Mio]/TM3, ry[*] Sb[1] (BDSC #7), P{AyGAL4}25 (BDSC #4412), w1118 (BDSC #3605), y1 v1; P{TRiP.HMS05834}attP2 (BDSC #67973), y1 sc* v1 sev21; P{TRiP.GL01313}attP40 (BDSC #43961), y1 sc* v1 sev21; P{TRiP.HMS04501}attP40 (BDSC #57303), w[1118]; Kr[If-1]/CyO, P{ry[+t7.2] = en1}wg[en11]; P{w[+mC] = UAS-GFP.E2f1.1–230}26 P{w[+mC] = UAS-mRFP1.NLS.CycB.1-266}17/TM6B (BDSC #55122), Tb[1], w*; KrIf-1/CyO; P{UAS-GC3Ai}3 (BDSC #84343). Additionally, Nub-Gal4 (J.F. de Celis, Madrid) was employed.

### Immunohistochemistry

For analysis of *fuss* overexpressing clones 48 hrs after egg laying, the larvae were heat shocked at 37°C for 12 min. Then, for all experiments late third-instar larvae were used for dissection and immunohistochemistry. By pulling the mouth hooks, the anterior mouth part including the eye imaginal discs still attached to the brain were removed from the rest of the larva and then fixed by incubation in 4% PFA in PBS for 20 min. The specimen was washed three times with PBST (PBS with 0.1% Triton-X) for 20 min and incubated in PBST supplemented with 5% normal goat serum and primary antibodies over night at 4°C. The specimen was washed three times with PBST for 20 min and incubated in PBST supplemented with 5% normal goat serum and secondary antibodies over night at 4°C. The specimen was washed once with PBST for 20 min, then incubated in PBST supplemented with 1 mg/ml 4′,6-Diamidin-2-phenylindol (DAPI) for 20 min and washed three times with PBST for 20 min. The eye imaginal discs were dissected and mounted using VECTASHIELD Antifade Mounting Medium (Vector Laboratories). Developmental studies Hybridoma Bank (DSHB) antibodies were: LacZ (JIE7, 1:50), Eyes absent (eya10H6, 1:50), Elav (Rat-Elav-7E8A10, 1:50), Cut (2B10, 1:20), Chaoptin (24B10, 1:50). Additional antibodies were: Sv/Pax2 (1:100, gift from Markus Noll), GFP (rabbit 1:1000, ThermoFisher), pHH3 (rabbit 1:2000, Cell signaling technology). Secondary antibodies were used with a dilution 1:200 overnight at 4°C. Secondary antibodies were goat anti-mouse, anti-rabbit, anti-rat and anti-guinea pig Alexa Fluor 488, 555 and 594 (ThermoFisher). For anti-Cut and anti-Sv stainings we used the Anti-Mouse / anti-Rabbit HRP-DAB IHC kit (abcam) to increase sensitivity and reduce background.

### Generation of FLP-out clones

In general, we crossed virgins carrying the P{hsp70-flp}1 allele homozygously to males carrying the GAL4-Act5C(FRT.CD2).P allele. Before the cross was placed for 2h on standard food supplemented with dry yeast at 25°C, flies were allowed to mate for at least three days. The adult flies were removed from the vial and progeny was allowed to develop for 46h at 25°C. Progeny was heatshocked for 12 minutes at 37°C and placed again at 25°C. Late third instar larvae were then dissected.

### Retina dissection and immunostaining

White pupae were collected and aged at 25°C for 40 hrs. The brains with the attached eye discs were dissected in PBS and placed in PBS with 4% PFA on ice until all brains from one genotype were dissected. Afterwards the brains were fixed for another 20 min with 4% PFA in PBS at room temperature. The brains with the attached eye discs were stained with rat-anti-DE-cadherin (DCAD2, 1:50, DSHB) or rat-anti-ELAV (Rat-Elav-7E8A10, 1:50) and goat-anti-rat Alexa Fluor 555 (1:200, ThermoFisher) in PBST 0.1% with 5% normal goat serum (NGS). After staining, the eye discs were removed from the brains directly on the mounting slide in a drop of PBST 0.1% and mounted using VECTASHIELD Antifade Mounting Medium (Vector Laboratories).

### Quantification of pHH3 positive cells

Only eye imaginal discs where the second mitotic wave was clearly detectable via pHH3 staining were used. Mitotic cells in *fuss* overexpressing clones and in wildtype tissue were counted. The area of *fuss* overexpressing clones and wildtype tissue was measured with the measurement tool of ImageJ. The number of mitotic cells inside a *fuss* overexpressing clone was divided by its area and the number of mitotic cells inside the wildtype tissue was divided by the wildtype tissue´s area. The acquired data was visualized with Python and the Matplotlib and Seaborn libraries. Statistics were calculated with the SciPy library.

### Paraffin sections

Paraffin sections were performed from two-day old adult flies. Flies were fixed with carnoy (ethanol:chloroform:acetic acid at a proportion 6:3:1), dehydrated in ethanol, and embedded in paraffin. Paraffin sections (7 μm) from 10 flies of each genotype were analysed under a fluorescence microscope.

### RNA extraction, library generation and sequencing

Per replicate and genotype 40 eye antennal discs or 30 wing discs from third instar larvae were dissected. RNA was extracted via peqGold MicroSpin Total RNA Kit. Library preparation and RNA-Seq were carried out according to the NEBNext Ultra RNA Library Prep protocol, the Illumina HiSeq 1000 System User Guide, and the KAPA Library Quantification Kit—Illumina/ABI Prism User Guide. Library preparation and RNA-Seq were performed at the Genomics Core Facility “KFB—Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany).

### RNA-Seq analysis

The reads were quantified with the R package Salmon [61] using the release of the *Drosophila melanogaster* genome BDGP6.22. The data was imported using tximeta [62] and analysed with DESeq2 [63]. Cut-off for significantly dysregulated genes was set with an adjusted *p*-value < 0.01. Top 21 differentially expressed genes between control and overexpression replicates were visualized with the heatmap.2 package in R.

## Supporting information

S1 Fig Wg is context dependent affected by Fuss overexpression. In wing disc *fuss* overexpression (Nub-Gal4 > UAS-*fuss*) leads to decreased *wg* expression in contrast to controls (Nub-Gal4 > w1118). In eye discs *wg* expression is unaffected by the overexpression of *fuss* (GMR-Gal4 > UAS-*fuss*) if compared to controls (GMR-Gal4 > w1118).
(TIF)

S1 File Differential expression analysis of *fuss* overexpressing eye discs and control eye discs.

S2 File Data for box plot.

How the deposited data were processed for this re-analysis (not part of the article)

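RNA-seq was analysed from eye antennal discs and wing discs of larvae, each with 3 control libraries and 3 *fuss* overexpression libraries. A library was made from 40 discs for the eye and from 30 discs for the wing. The samples were grouped by genotype and tissue from the sample labels and the paper. For the eye discs 1 label field names nub-Gal4 while the genotype field and the paper name GMR-Gal4, and they were treated as GMR-Gal4. The authors quantified the reads with Salmon, imported them with tximeta and compared the genotypes of each tissue with DESeq2; the submitters' processing notes give Salmon 1.1.0 and DESeq2 1.30.0, and a *Drosophila* genome release that the paper's methods name. The authors' comparison tables hold 1 row for each of 17208 genes in each tissue. As deposited, the mean normalized count is a signal scaled by the size factors of the authors, the log2 fold change is of *fuss* overexpression over control on the log2 scale, and the test statistic, a score, the p-value and the adjusted p come from the test of the authors. The design formula, shrinkage of fold changes and use of the strand are not given in the sources used here.

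The deposited columns were checked against each other before use. The statistic equals the log2 fold change divided by its standard error to within 9.77e-14, the p-value equals the two-sided normal p of the statistic, and the adjusted p equals the Benjamini-Hochberg value over the genes that have one, all to within that gap. 2364 genes in eye discs and 2851 in wing discs have a mean normalized count of 0. 61 and 126 genes have a statistic and no p-value, and such genes were left out. Values per library were not analysed here, so the depth of each library, and the precision it gives, is known only through the standard errors of the authors. The table was used with 14783 p-values in eye discs and 14231 in wing discs. Of the gene identifiers, 17083 matched the gene names and positions of the BDGP6.54 annotation, from which chromosome positions were taken, and 338 genes had no symbol in the tables.

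The threshold was the paper's adjusted p under 0.01. 95% intervals were computed as the log2 fold change with its standard error under the normal distribution. 35 gene lists were fixed before the deposited tables were opened, but after the first genes of the eye comparison in S1 File had been seen, on signalling pathways, eye and wing patterning, cell cycle, cell death, stress, stage and markers of other cell types; 13 of their members matched no symbol, among them 2 of the 3 genes of male dosage compensation. List members with an adjusted p were counted as higher, lower or not past 0.01, and again with Benjamini-Hochberg adjustment over the list alone. Lists with at least 3 genes of a mean normalized count of at least 10 were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the deposited statistics, with a preset correlation of 0.01, two-sided, and a threshold of 0.05 for the adjusted p over the lists of a tissue. The eye minus wing difference was the difference of the log2 fold changes divided by the root of the summed squares of their standard errors, over genes with a mean normalized count of at least 10 in both tissues, with the same threshold of 0.01. Overlaps were tested with Fisher's exact test over genes with an adjusted p in both tissues. Other steps were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

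The genes named are every gene the paper names in its text or in the heatmap of Fig 2A, in each tissue the 12 genes of smallest p in each direction with an adjusted p under 0.01 and a mean normalized count of at least 50, up to 4 members of smallest p for each list, and the 8 genes of smallest p in each direction of the eye minus wing difference. The first genes of the eye comparison and its direction counts in S1 File had been seen before this rule, the lists and the alternatives were written. The calculations were tested on simulated data. With 100 genes changed by each of 2 sizes among 10788, 69.0% of the genes with a log2 fold change of 1 and 79.0% of those with 2 were recovered in eye discs, with 2 false calls, and 67.0% and 71.0% among 10926 genes in wing discs, with 2 false calls. For simulated eye minus wing differences over 9359 genes, 70.0% of size 1 and 83.5% of size 2 were recovered. In 40 simulations of the list test, a list of 20 genes with its statistics shifted by 1 was found in 33 and with a shift of 2 in 40, and 4.41% of 1360 tests of unchanged lists had a p under 0.05. The simulated noise was normal, independent between genes and, for the gene tests, scaled by the deposited standard errors. The real statistics had a robust standard deviation of 1.11 in eye and 1.75 in wing discs. These rates thus check the calculations and are not error rates of the real data. The alternatives tried were an adjusted p of 0.05, an absolute log2 fold change of at least 1, no low-count filter or filters at mean normalized counts of 10 and 50, division of the statistics by their robust standard deviation, Student's distribution with 4 degrees of freedom, a test of an absolute log2 fold change above 0.5, and for the lists a preset correlation of 0.05, ranks, log2 fold changes and other gene filters; leaving out the list member of smallest p was added after seeing the data. Counts of mitoses per pixel from S2 File of the paper were compared with a permutation test of 100000 resamples, which treats the values as independent, although clones and the tissue around them share discs, and was chosen after they had been seen. S1 Fig was not used here, and S1 File was used for no test.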

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

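The tests of the heat-inducible genes, of *w* in wing discs, of *w* against *nub*, of the abundant fat body genes and of heterogeneity among haemocyte markers were chosen only after the result was seen, while those of chromosome positions were set before, and that of 4 haemocyte genes before their eye values but after the counts and median statistic of their list and wing values of 2 of them were seen. The test of the heat-inducible genes replaced 1 earlier test, on the median of the list, and that of the fat body genes replaced 2 earlier ones, on medians, after the values had been looked at.

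The eye minus wing difference passed an adjusted p of 0.01 for 232 of 9359 genes. Of the genes with the smallest p, the eye value lay above the wing value by 4.90 for *w*, 4.64 for *Hsp70Bb*, 5.59 for *Optix*, 5.50 for *CG34384*, 2.44 for *dve*, 2.16 for *CG17278*, 1.62 for *if* and 1.45 for *rn* on the log2 scale. The eye value lay below the wing value for *bnb* (-0.93), *Cyp6a17* (-8.89), *Mp* (-1.18), *rgn* (-0.73), *kek1* (-0.56), *Nox* (-1.03), *Pgant4* (-5.48) and *AdamTS-B* (-0.71). The difference for the Wnt ligand gene *Wnt2* also passed (0.51), though not with the robust standard deviation (adjusted p = 0.0527). Tissue, driver line and lane balance differ together between these comparisons.

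In wing discs, for which the paper names only *wg* from the RNA-seq data, 1149 genes passed an adjusted p of 0.01 in the authors' deposited table. Gene lists that the paper does not discuss passed limma's cameraPR in wing discs: wing pouch and margin (down, adjusted p = 1.77e-19), Wingless targets (down, 2.88e-06), notum and hinge (up, 1.25e-05), cell cycle (up, 4.07e-09), heat shock proteins (down, 1.80e-04), neuroblast markers (down, 2.08e-04), accessory eye cell fate (down, 4.15e-04) and Dpp targets (down, 0.00760). In eye discs the lists past an adjusted p of 0.05 were haemocyte markers (up, 1.59e-12), cell cycle (up, 1.95e-05), retinal determination (up, 1.13e-04), ecdysone response (down, 1.13e-04), tracheal markers (down, 9.69e-04), neuronal differentiation (up, 0.00304), pigment genes (up, 0.00371), Wingless targets (down, 0.00658), accessory eye cell fate (down, 0.00658), glial markers (up, 0.00658) and apoptosis (down, 0.0212).

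Of the 133 genes past 0.01 in both tissues 120 changed in the same direction, although the driver lines act in different cells. A block of foreign chromosome within 1 Mb of a single insertion that holds most of these genes is argued against. The fullest window of 1 Mb held 6 of 119 placed genes (5.04%), where random draws from genes of a single tissue gave a median of 5. A longer block, or a block that accounts for only some of the genes, was not tested and stays open. A genetic difference on particular chromosomes between the UAS-*fuss* line and the w1118 line stays open: the genes of both tissues were spread over the chromosome arms differently from those of a single tissue (permutation p = 0.0162), with 32.8% against 21.8% on 2R and 5.04% against 14.8% on X. A response to Fuss common to both tissues is the biological explanation, and it was not tested, because every library with the transgene also overexpresses *fuss*.

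The genes *w* and *Hsp70Bb* were higher in eye discs (3.05 and 3.34) and lower in wing discs (-1.85 and -1.30) in the authors' deposited table. A heat shock response of the eye discs is argued against, since the highest upper 95% limit among *Hsp22*, *Hsp23*, *Hsp26*, *Hsp27*, *Hsp68* and *DnaJ-1* was 0.00472 on the log2 scale, and an additional mini-white marker copy cannot account for the wing discs, where the log2 fold change of *w* was -1.85. A candidate explanation for *w* in wing discs is a marker of the driver insertion that follows *nub*, since its log2 fold change differed from that of *nub* by -0.091 (standard error 0.126, 95% interval -0.34 to 0.15). This standard error treats *w* and *nub* as independent, although they were measured in the same libraries. The neighbouring pouch gene *pdm2* had a similar value (-1.88 in the authors' deposited table), so the likeness of *w* and *nub* does not separate a marker from a general loss of pouch transcripts. The higher values in eye discs, and regulation of both genes by Fuss, were not tested.

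Of 10 haemocyte markers 6 were higher past 0.01 in *fuss* overexpressing eye discs. Fat body tissue left on the discs stays open: the log2 fold changes of the 4 fat body genes with a mean normalized count of at least 10000 lay between -1.30 and -0.48, but with wide intervals, of which that of the most abundant, *Fbp1* (mean 52476, standard error 0.70), reached 0.890, above the lower limit of 0.618 for the collagen gene *Col4a1*. The 2 looser bounds counted against it, the median of these upper limits (0.564) and the median log2 fold change of 8 fat body genes (-0.59, SD 0.49), but whether these genes vary together between libraries cannot be seen without values per library. More haemocytes in the pools may account for part of the change, since *NimC1*, *srp*, *crq* and *He*, the list members outside the 6 of smallest p, had a median log2 fold change of 0.60, which is no independent support, as they belong to the list and its median statistic had been seen. These 4 genes did not move alike in the authors' deposited table (1.11, 0.16, -0.19 and 1.04 in that order, mean normalized counts 378, 809, 2026 and 334), and the 10 markers differed among each other by more than their standard errors (heterogeneity p = 8.49e-13); this does not decide on cell number, since markers that disc cells also express would rise less, which was not tested, nor was a change of these genes within the disc.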

How the results depend on the processing

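Leaving out the list member of smallest p was chosen only after the data were seen; all other settings were set before the deposited tables were opened, but after the first genes of the eye comparison in S1 File and the mitoses per pixel had been seen. No paired analysis was possible because the tables hold no values per library, and for the same reason leaving out each replicate, a lane term, another normalization and tool, and other splits of the samples were not run. No list and no named eye minus wing difference past its threshold changed direction under a setting run. For single genes the direction could not change, since every setting uses the same deposited log2 fold change. Lists that did not pass turned direction in 34 list tests, with adjusted p in eye discs over genes with a mean of at least 50 muscle 0.912 and salivary gland 0.845; without the member of smallest p glutathione S-transferases 0.379, gustatory receptors 0.846, muscle 0.913, neuroblasts 0.671 and salivary gland 0.886; with log2 fold changes interommatidial adhesion 0.925, axon guidance 0.977 and glutathione S-transferases 0.661; with ranks glutathione S-transferases 0.682 and cuticle proteins 0.682. In wing discs these were without the member of smallest p photoreceptor specification 0.773, pigment 0.957, Hippo 0.897, ecdysone 0.517, veins 0.931, antennal regulators 0.773, glia 0.971 and muscle 0.931; with log2 fold changes retinal determination 0.408, pigment 0.502, glutathione S-transferases 0.300, EGFR 0.943, ecdysone 0.179, antennal regulators 0.943 and muscle 0.0345; with ranks Wingless 0.999, photoreceptor specification 0.775, pigment 0.999, Hippo 0.999, ecdysone 0.213, antennal regulators 0.271 and muscle 0.775. Of these only muscle in wing discs passed after the turn, downwards. The 360 eye and 1149 wing genes became 547 and 1745 at an adjusted p of 0.05, 166 and 316 with an absolute log2 fold change of at least 1, 93 and 181 in a test of an absolute log2 fold change above 0.5, and 0 and 0 with Student's distribution with 4 degrees of freedom, while dividing by the robust standard deviation gave 251 and 223; other low-count filters gave 329 to 365 in eye and 1102 to 1170 in wing discs. The first 3 of these settings change only the threshold or the effect required, so that their higher or lower counts follow from their construction. A gene that falls short in the test above 0.5 was not shown to change by more than that. Student's distribution has wider tails, under which *fuss* itself did not pass (0.184 in eye and 0.0114 in wing discs). Its lower counts also follow from its construction, and a call lost there says nothing on a single gene. For *sv* in eye discs, Student's distribution gave an adjusted p of 0.184, against at most 3.83e-16 elsewhere. For *wg* in wing discs it gave 0.123, the test above 0.5 gave 0.151, and the adjusted p of 5.14e-13 no longer counts where an absolute log2 fold change of at least 1 is required. *ct* and *wg* in eye discs did not pass under any setting run. The list tests gave 11 eye and 8 wing lists past an adjusted p of 0.05. With log2 fold changes 1 and 3 lists passed, 1 and 1 of them among these; without the member of smallest p 7 and 5, of which 6 and 5; with ranks 11 and 5, of which 9 and 4. Lists newly past it were the eye Notch and pouch lists over all genes with a p-value (0.0362 and 0.0408), the wing glutathione S-transferases over all genes with a p-value and over those with a mean of at least 50 (0.0231 and 0.0481), the wing muscle list with log2 fold changes (0.0345), the wing fat body list with log2 fold changes and ranks (1.83e-09 and 0.0350) and the eye heat shock list with ranks (0.00470), over all genes with a p-value (0.0193) and without *Hsp70Bb* (0.00123). The cause was not tested. The eye TGF-β list also newly passed, with ranks (0.0121) and over all genes with a p-value (0.0193). The genes with an eye minus wing difference numbered 416 at an adjusted p of 0.05 and 143 with the robust standard deviation, against 232, and genes changed alike in both tissues 195 at 0.05 and 38 with an absolute log2 fold change of at least 1, against 120. Over single named genes, 3157 of 3713 values under alternatives kept their side of the threshold, 515 fell short of it and 41 newly passed. Part of this is fixed by construction, as an adjusted p of 0.05 cannot lose a call and a log2 fold change filter cannot add one. For list tests 329 of 406 kept their direction and side of the threshold, 32 fell short and 11 newly passed, beside those that turned. Of the counts per list 347 of 560 stayed within 1.5 times. Of the named eye minus wing differences 78 of 79 kept their direction and side of the threshold, *Wnt2* falling short with the robust standard deviation (0.0527). Depth limits what weakly expressed genes can show: genes with a mean normalized count under 5.23 in eye or 3.36 in wing discs have no adjusted p.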

Differences from the paper's values

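The number of genes past an adjusted p of 0.01 in eye discs, 360, matches the paper's value of 360. The paper states that *ct* expression is severely reduced upon *fuss* overexpression, from staining of the Cut protein in Fig 2D and 2E. In the RNA of whole eye antennal discs the log2 fold change of *ct* was -0.23 in the authors' deposited table (standard error 0.16, adjusted p = 0.668), with a 95% interval from -0.55 to 0.10, and none of the alternatives set before the deposited tables were opened brought it past the threshold. The staining was viewed at the level of cone cell nuclei, while the RNA pools hold the whole disc. The RNA thus cannot decide on *ct* within cone cells. The RNA of *sv*, which the paper also found reduced by staining, was lower. Its log2 fold change was -2.32 in the authors' deposited table.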

Other observations

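The values of *lncRNA:roX1* and *lncRNA:roX2* were looked up only after the results were seen; the lists were written before the deposited tables were opened, after the first genes of the eye comparison in S1 File had been seen, and the comparison of mitoses after its values had been seen. Of 18 measured ecdysone-induced genes 3 were higher and 5 lower in wing discs (4 and 8 when adjusted over the list alone). The log2 fold changes in the authors' deposited table were 2.25 for *ftz-f1*, 0.73 for the ecdysone receptor gene *EcR* and -1.66 for *ImpE2*. The list did not pass limma's cameraPR (adjusted p = 0.947), its median statistic lying below 0 and its test direction above. In both tissues the 95% intervals of *Hr4*, *Blimp-1*, *ImpE2* and *ImpE3* lay below 0 and that of *ftz-f1* above 0. That of *EcR* lay above 0 in wing discs and included 0 in eye discs. A test for a shift of the whole list to the same side cannot weigh such a pattern. Whether the pools of the genotypes differ in developmental stage was not tested. Wing genes outside the lists with an adjusted p under 0.01 included the transcription factor genes *kn* (-4.31), *fru* (1.75) and *Sox15* (0.77) and the gene *SP1173* (1.28) by their log2 fold changes in the authors' deposited table. Of the glutathione S-transferases there were 5 higher and 7 lower of 29 measured genes (5 and 9 when adjusted over the list alone), a family whose members can share reads (adjusted p = 0.0699, and 0.0231 over all genes with a p-value and 0.0481 over genes with a mean of at least 50), of the apoptosis genes 2 higher and 3 lower of 20 measured genes (2 and 4 when adjusted over the list alone, list test adjusted p = 0.247), and of JNK and JAK/STAT signalling 3 higher and 0 lower of 15 measured genes (4 and 0 when adjusted over the list alone, list test adjusted p = 0.510), including the cytokine gene *upd1* (0.73) by its log2 fold change in the authors' deposited table. Axon guidance had 4 higher and 4 lower of 36 measured genes (4 and 4 when adjusted over the list alone, list test adjusted p = 0.559), among them the Netrin genes *NetA* (-1.41) and *NetB* (-0.62) in the authors' deposited table.

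Given as higher and lower genes of those measured, and in brackets those when adjusted over the list alone, the other lists in wing discs had 4 and 2 of 13 (5 and 2) for retinal determination, 2 and 2 of 19 (3 and 2) for photoreceptor specification, 1 and 1 of 11 (2 and 2) for accessory eye cell fate, 1 and 0 of 7 (1 and 0) for interommatidial adhesion, 0 and 1 of 18 (0 and 1) for pigment genes, 8 and 3 of 51 (8 and 3) for cuticle proteins, 1 and 0 of 11 (1 and 0) for gustatory receptors, 3 and 1 of 18 (3 and 1) for EGFR signalling, 1 and 0 of 20 (1 and 0) for Notch signalling, 1 and 1 of 13 (1 and 1) for the Hippo pathway, 0 and 1 of 10 (0 and 1) for Hedgehog signalling and 2 and 2 of 11 (4 and 2) for antennal regulators. Neuronal differentiation genes had 0 higher and 0 lower of 20 by the authors' DESeq2 test, with 2 at an unadjusted p under 0.05. Marker lists had 1 and 2 of 12 (2 and 2) for glia, 2 and 0 of 10 (2 and 0) for haemocytes, 2 and 0 of 13 (2 and 0) for muscle and myoblasts, 1 and 3 of 9 (1 and 3) for neuroblasts and 0 and 2 of 6 (0 and 2) for trachea, and salivary gland markers 0 and 0 of 10 with 1 at an unadjusted p under 0.05. Of all these lists accessory eye cell fate and neuroblast markers passed cameraPR and lost the call without *dve* (adjusted p = 0.773) and *Optix* (adjusted p = 0.188) and with ranks (0.154 and 0.133); with log2 fold changes accessory eye cell fate lost it (0.277). In eye discs the lists of wing genes had 0 and 1 of 18 (0 and 1) for pouch and margin, 1 and 1 of 15 (1 and 1) for veins and 1 and 0 of 11 (3 and 4) for antennal regulators, and notum and hinge 0 and 0 of 8 with 3 at an unadjusted p under 0.05 in the authors' DESeq2 test; none passed cameraPR (adjusted p = 0.0893, 0.609, 0.621 and 0.125 in that order), but pouch and margin did over all genes with a p-value (0.0408). The median statistic of a list and the direction of its test differed in sign, with no list passing, for glutathione S-transferases, cuticle proteins, Hedgehog signalling and salivary gland in eye discs. In wing discs this held for Wingless signalling, photoreceptor specification, glutathione S-transferases, Hippo pathway, ecdysone response, veins, antennal regulators, muscle and trachea.

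Genes of male dosage compensation were looked at in both tissues. The log2 fold change of *msl-2* was 0.57 (standard error 0.14, adjusted p = 4.81e-04) in wing and -0.17 (standard error 0.20, adjusted p = 0.892) in eye discs in the authors' deposited table. The male-specific RNAs *lncRNA:roX1* and *lncRNA:roX2* had log2 fold changes of 1.13 (standard error 0.46, adjusted p = 0.0742) and 1.05 (standard error 0.36, adjusted p = 0.0240) in wing discs and of -0.71 (standard error 0.57, adjusted p = 0.739) and -0.63 (standard error 0.40, adjusted p = 0.563) in eye discs in the authors' deposited table, none of them past 0.01. The sex of the larvae is not given in the sources used here.

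The paper's S2 File gives mitoses per pixel for 16 values of Fuss overexpressing tissue and 16 of wildtype tissue. The means were 0.004029 (SD 0.00132) and 0.001783 (SD 5.83e-04), which match the paper's values, a ratio of 2.26. In a two-sided permutation test of the difference in means the p was 2e-05, the smallest that 100000 resamples can give, and 12 of the 16 values of Fuss overexpressing tissue lay above the highest wildtype value. By the paper, cells were counted in clones and in the wildtype tissue around them, so that values share discs. The test ignores this, as S2 File does not say which values belong to a disc, and a paired test was not run. The p is thus not that of the design.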
